# CPEB3 Maintains Developmental Competence of the Oocyte

**DOI:** 10.3390/cells13100850

**Published:** 2024-05-16

**Authors:** Lucie Lamacova, Denisa Jansova, Zongliang Jiang, Michal Dvoran, Daria Aleshkina, Rajan Iyyappan, Anna Jindrova, Heng-Yu Fan, Yuxuan Jiao, Andrej Susor

**Keywords:** oocyte, embryo, translation, mRNA

## Abstract

Mammalian oocyte development depends on the temporally controlled translation of maternal transcripts, particularly in the coordination of meiotic and early embryonic development when transcription has ceased. The translation of mRNA is regulated by various RNA-binding proteins. We show that the absence of cytoplasmic polyadenylation element-binding protein 3 (CPEB3) negatively affects female reproductive fitness. CPEB3-depleted oocytes undergo meiosis normally but experience early embryonic arrest due to a disrupted transcriptome, leading to aberrant protein expression and the subsequent failure of embryonic transcription initiation. We found that CPEB3 stabilizes a subset of mRNAs with a significantly longer 3’UTR that is enriched in its distal region with cytoplasmic polyadenylation elements. Overall, our results suggest that CPEB3 is an important maternal factor that regulates the stability and translation of a subclass of mRNAs that are essential for the initiation of embryonic transcription and thus for embryonic development.

## 1. Introduction

The decline in female fertility is often attributed to poor oocyte quality, characterized by growth defects, incomplete meiotic divisions, and the inability to support embryonic development [1]. The underlying causes are mostly unknown, but are often associated with the disturbances in maternal factors [2,3,4,5]. The growing oocyte is transcriptionally active and accumulates large amounts of mRNA to meet the substantial proteomic demand during a long period of transcriptional quiescence between maturation and the 2cell stage in mice and the 8cell stage in humans, when the embryonic genome is fully reactivated [6,7]. However, the meiotic events and the transition from oocyte to embryo require a temporally restricted production of the proteins that control cell cycle progression and influence epigenetic reprogramming and cell fate determination during early development [8,9]. Therefore, the precise post-transcriptional regulation of maternally stored mRNAs has evolved to coordinate their translation and stability in a spatio-temporal manner [4,10,11,12]. The fate of a given mRNA is encoded in its own structure by specific sequence motifs located in the 3’ and 5’ untranslated regions (UTRs) that provide binding sites for RNA-binding proteins. The RNA–protein complex formed can increase/decrease the affinity of the mRNA for the translation initiation machinery, recruit degradation enzymes, or localize the mRNA [13,14,15,16].

The 3’-poly(A) tail plays a critical role in regulating both mRNA translation and turnover [16,17]. PolyA-binding proteins facilitate cap-dependent translation by bridging the 3′- and 5′-UTRs through interaction with translation initiation factors. Cytoplasmic polyadenylation (CPA) involves elongation of the 3’ poly(A) tail post nuclear polyadenylation and export and provides a mechanism for the recruitment of quiescent mRNA for translation in successive waves during oocyte and embryonic development and in somatic cells [18,19,20,21].

CPA is mainly regulated by canonical CPE elements (UUUAU) and non-canonical U-rich elements at the 3′UTR [22,23], which serve as binding sites for cytoplasmic polyadenylation element-binding proteins (CPEBs). In the basal state, CPEB acts as a repressor by attracting ribonuclease, which competes with cytoplasmic poly(A) polymerase bound to PAS via the CPSF complex [19,24,25]. As first shown in Xenopus oocytes [24], activation by upstream kinases after meiotic resumption promotes CPEB release and transcript polyadenylation [26,27]. There are four members of the CPEB family in vertebrate genomes, all of which are highly expressed in reproductive organs [28,29]. In oocytes, CPEB-dependent polyadenylation via CPEB1 is essential for meiotic progression: CPEB1 accumulates in fully grown GV and, activated by ERK1/2 phosphorylation, promotes translation of key components of the cell cycle [18,30]. Its degradation in metaphase I is required for the transition to MII in both *Xenopus* and mammalian oocytes [27,31,32]. CPEB2, studied in porcine oocytes, shows a similar pattern [33].

However, there is evidence that many important mRNAs are recruited for translation later in the course of meiosis and accumulate in MII, suggesting that mechanisms other than those dependent on CPEB1 must be involved [34,35]. In Xenopus oocytes, CPEB4 has been identified as the protein that replaces CPEB1 and regulates the cytostatic factors responsible for meiotic progression between MI and MII [36]. However, neither meiosis nor fertility were impaired in CPEB4-null mouse models [31,37], suggesting that there must be a different mechanism in mammals.

The last member of the family, CPEB3, is being studied in depth due to its link to synaptic plasticity in neuronal tissues. Despite the high expression of CPEB3 in reproductive organs, there are few studies on CPEB3 in reproduction, mostly on somatic cells [31,38,39,40], and direct evidence that germline-expressed CPEB3 affects female fertility is still lacking. CPEB3 is upregulated during maturation in mouse oocytes and zygotes [41,42].

To investigate the molecular role of CPEB3 in oocyte and early embryonic development, we generated a conditional knockout mouse strain. We found that the maternal polyadenylation factor CPEB3 affects female fertility by influencing early embryonic development through stabilization and translation of a subset of maternal transcripts in oocytes.

## 2. Material and Methods

### 2.1. Oocyte and Embryo Isolation and Cultivation

Six–ten-week-old BL6 females were superovulated by the intraperitoneal injection of 5 IU of pregnant mare serum gonadotropin (PMSG). GV oocytes were obtained from dissected ovaries 46 h after stimulation. Collected oocytes were handled in pre-warmed M2 transfer medium (Germany, Darmstadt, Merck) supplemented with 100 μM of IBMX (3-isobutyl-1-methylxanthine, phosphodiesterase inhibitor; Germany, Osterode, Sigma) to prevent nuclear envelope breakdown (NEBD). For in vitro maturation, selected oocytes were denuded, washed twice in transfer medium [43], and cultured in M16 medium (Germany, Darmstadt, Millipore) without IBMX at 37 °C, 5% CO_2_ for another 13–16 h. After 70 min, the oocytes that had progressed through NEBD were selected. To obtain MII oocytes in vivo, 5 IU hCG (Israel, Rehovot, ProSpec) was administered 48 h post PMSG. Zygotes were obtained from PMSG-primed females mated with males 17 h post hCG and cultured in vitro in 20 µL M16 medium under paraffin oil (Ovoil; Sweden, Vitrolife). 2cell embryos were collected 37 h post hCG administration. For the studies on subfertility, the zygotes were cultivated up to the blastocyst stage and the development rates were determined. For further processing, the samples were washed (3×) in a 0.1% solution of polyvinyl alcohol (PVA; Sigma) in phosphate-buffered saline (PBS) and frozen to −80 °C. Recombinant CPEB3 protein (H00022849-P01; Czech Republic, Prague, Bio-Techne) was injected into the GV oocyte at a final concentration of 40 ng/µL using an Eppendorf microinjection system. The PBS-injected CPEB3^+/+^ oocytes were used as controls. *CPEB3^LoxP/−^*; *ZP3^Cre+/−^* or CPEB3^+/+^ represents the WT oocyte/genotype, and *CPEB3^LoxP/LoxP^*; *ZP3^Cre+/−^* represents the cKO or CPEB3^−/−^ oocyte/genotype. All animal work was conducted according to Act No. 246/1992 on the protection of animals against cruelty.

### 2.2. Library Preparation and RNA-Sequencing

For total transcriptome analysis, RNA was isolated from five cells in quadruplicates using Trizol reagent (Merck) and dissolved in RNAse-free water. Quality assessment of the samples was performed with an RNA 6000 Pico Chip (USA, Santa Clara, CA, Agilent Technologies) using a Bioanalyzer instrument (Agilent). The RNA-seq libraries were generated from individual fractions by using the Smart-seq2 v4 kit (USA, Palo Alto, CA, Clontech) with minor modifications of the manufacturer’s instructions. Briefly, individual cells were lysed, and mRNA was captured and amplified with the Smart-seq2 v4 kit. After AMPure XP beads (Czech Republic, Beckman) purification, the amplified RNAs were quality checked by using the High Sensitivity D5000 kit (USA, Agilent Technologies). High-quality amplified RNAs were subject to library preparation (Nextera XT DNA Library Preparation Kit; USA, Illumina) and multiplexed by Nextera XT Indexes (USA, San Diego, CA, Illumina). The concentration of sequencing libraries was determined by using the Qubit dsDNA HS Assay Kit (USA, Waltham, MA, Life Technologies) and KAPA Library Quantification Kits (USA, Waltham, MA, KAPA Biosystems). The size of the sequencing libraries was determined by the High Sensitivity D5000 Assay in a TapeStation 4200 system (Agilent). Pooled indexed libraries were then sequenced on the Illumina HiSeq X platform with 150 bp paired-end reads. The acquired reads were trimmed using Trim Galore v0.4.1 and mapped onto the mouse reference genome assembly GRCm38 using Hisat2 v2.0.RNA expression was quantified as fragments per kilobase per million (FPKM) values in Seqmonk v1.40.Polysome-bound RNA data were obtained via SSP-Profiling [44] and presented in Iyyappan et al. (2023) [45]. The global transcriptome data were submitted to NCBI: GSE239545 at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE239545 (accessed on 28 July 2023).

### 2.3. RNA Isolation and cDNA Synthesis

RNA was isolated from 10 oocytes/embryos at the indicated stages. To avoid the loss of scarce material, the entire procedure was performed in a single tube without any sample transfer, using a TATAA CelluLyser Micro Lysis and DNA Synthesis Kit. The cells were lysed in 5 µL of CelluLyser™ buffer added directly to the sample tubes and kept on ice for 10 min to perform lysis. cDNA synthesis was carried out by RT-PCR using both oligo-dT primers and random hexamers with the following conditions: 5 min at 22 °C, 30 min at 42 °C, and 5 min at 85 °C for enzyme inactivation. To exclude the potential bias caused by the single-tube RNA isolation, we performed simultaneous RNA isolation by spin column extraction with an RNeasy Plus Micro Kit (Germany, Qiagen). cDNA from column-isolated RNA was synthesized with a qPCRbio cDNA synthesis kit (UK, London, PCR Biosystems). The obtained results showed no differences in transcript levels between the two methodological approaches.

### 2.4. PCR and qPCR

Real-time quantitative PCR (qPCR) assays were performed using QuantStudio 3^®^ (Netherlands, Bleiswijk, Applied Biosystems). To perform qPCR, Luna^®^ Universal qPCR master mix (USA, Ipswich, MA, New England Biolabs) was used according to the manufacturer’s instructions, supplemented with sample cDNA and 0.5 µL of the forward and reverse primers (Supplementary Table S1). Each qPCR run was performed in technical duplicates. The mRNA levels were normalized to the *Gapdh* reference gene, using the ΔΔ*Ct* calculation method CIT for relative quantification. General PCR experiments for the purpose of primer validation and mouse genotyping were conducted with PPP master mix (Czech Republic, Praha, TOP-Bio), under the following PCR conditions: 1 min at 94 °C, 18 secs at 94 °C, 18 secs at 58 °C, and 15 secs at 72 °C. The products were separated on 1.2% agarose gel with GelRed (41003; USA, Fremont, CA, Biotinum) and developed in an Azure 600 imaging system (USA, Dublin, CA, Azure Biosystems).

### 2.5. PolyA Tail Length Assay

The experimental procedure was based on the protocol by Sallés and Strickland (1999) [46], with the following modifications. To keep the entire length of the polyA tail of each transcript, the total RNA was extracted by the phenol-chloroform method. Isolated RNA was incubated with 1 µL of 50 μM oligo-dT per sample for 5 min at 65 °C. The ligation mix was prepared from the following components: T4 ligase (1 µL), Superscript IV 5× buffer (5 µL), 20U/µL RNAse inhibitor (1 µL), 10 mM dNTP (1 µL), 10mM ATP (1 µL), 1M MgCl2 (0.1 µL), 0,1M DTT (2 µL), and RNAse-free water (2 µL). Each sample was processed in 10 µL of the mixture and incubated for 30 min at 42 °C to allow T4-mediated oligo-dT ligation. Anchoring was carried out by incubating with 1 µL of oligo-dT anchor (*5′-GCGAGCTCCGCGGCCGCGT-3′*) for 1 h at 12 °C, followed by 2 min of incubation at 42 °C. cDNA synthesis was performed by the addition of 1 µL of Superscript II Reverse Transcriptase with the following setup: 45 min at 45 °C, 10 min at 80 °C, hold at 4 °C. Prepared cDNA was subjected to PCR with gene-specific forward primers and anchoring reverse primer (Supplementary Table S1). Images were developed in an Azure 600 (Azure Biosystems). Each experiment was carried out in technical triplicates.

### 2.6. Transcription Assay

The 5-EU was added to the M16 medium and incubated with zygotes overnight. The resulting 2cell embryos were fixed in 4% paraformaldehyde/PBS for 15 min, permeabilized with 0.1% Triton X-100/PBS for 10 min at room temperature, and incubated with the Click-iT reaction cocktail for 1 h at room temperature in the dark. After incubation, the oocytes were washed once with the PBS and mounted onto slides with Vectashield (H-1500; USA, Burlingame, CA, Vector laboratories). The images were scanned in a Leica SP5 confocal laser-scanning microscope (Leica Microsystems, Wetzlar, Germany).

### 2.7. Western Blotting

The lysed oocytes or embryos were subjected to 4–12% SDS–polyacrylamide gel electrophoresis. The samples were transferred to a polyvinylidene difluoride membrane (Immobilon P; Germany, Merck Millipore) using a blotting system (Germany, Göttingen, Biometra GmbH) at 5 mA/cm^2^ over 25 min. The membranes were blocked for 1 h at room temperature and incubated at 4 °C overnight with the primary antibodies (Supplementary Table S1) with 1% milk/TTBS (Tween-Tris-buffer saline; NaCl, Tween 20, 2M; Tris pH 7,6; dH_2_O). After 3 cycles of 10 min of washing in 0.05% TTBS, the membrane was incubated at room temperature for 1 h in 3% milk with a secondary antibody conjugated with peroxidase (USA, West Grove, PA, Jackson Immunoresearch). After the washing step with 0.05% TTBS, the proteins were visualized by chemiluminescence (UK, Hatfield, Amersham, GE Healthecare Life Science) according to the manufacturer’s instructions.

### 2.8. Measurement of Overall Protein Synthesis

To measure the overall protein synthesis, 50 μCi of ^35^S-methionine [47] (Czech Republic, Pernštýnská, Perkin Elmer) was added to methionine-free culture medium for 12 h. Five oocytes or embryos per sample were lysed in SDS-buffer and subjected to SDS–polyacrylamide gel electrophoresis. Radioactively labelled proteins were detected by image plates and were scanned using BasReader (Japan, Tokyo, FujiFilm). Signal quantification was performed with the software ImageJ/FiJi 2.9.Next, the membranes were probed with a GAPDH antibody as a loading control.

### 2.9. Motive Analysis

The 3’UTR sequences of each group were mapped against the GRCm39 mouse reference genome (http://genome.ucsc.edu/cgi-bin/hgTables (accessed on 28 July 2023)). The 3′ UTR length and motif number were calculated with the R package Biostring (version 2.40.2) (the PAS motifs include “UUUUAU”, “UUUUAAAU”, “UUUUAAGU”, “UUUUACU”, and “UUUUCAU”, and the CPE motifs include “AAUAA” and “AUUAAA”). The violin diagrams were plotted with https://www.bioinformatics.com.cn (accessed on 28 July 2023), a free online platform for data analysis and visualization. The relative positions of the motifs in the transcripts and the corresponding distribution maps were calculated and plotted with the software MS Excel (version 2016, Microsoft). The total motif number at each position was plotted with OriginPro8.5.

### 2.10. Statistical Analysis

Mean and standard error values were calculated in MS Excel. The Student’s *t*-test was conducted in the software GraphPad 5 (USA, Washington DC, Prism) to determine statistical significance between groups. * *p* < 0.05 was considered to be statistically significant (labelled with an asterisk). ** *p* < 0.01 and *** *p* < 0.001.

## 3. Results

### 3.1. CPEB3 Is Actively Translated during Oocyte Maturation

To analyze CPEB3 translation in the mouse oocyte and early embryo, we performed polysomal fractionation, which showed that CPEB3 had a comparatively higher polysomal abundance at the MII oocyte stage relative to the CPEB family member CPEB1, which is active in the GV oocyte [27,48]. This observation indicated a higher CPEB3 translation (Figure 1A). Further CPEB3 immunoblotting analysis revealed a significantly higher CPEB3 expression in the MII oocyte, which gradually decreased as the 2cell stage of the embryo approached (Figure 1B,C).

Our data demonstrated that CPEB3 is actively translated and expressed in the MII oocyte.

### 3.2. Significantly Decreased CPEB3 in the Oocytes, Leading to Subfertility

To perform more detailed analyses of the CPEB3 function, we generated oocyte-specific conditional knockout female mice (cKO), combining the CreLox system with the ZP3 promoter (see the Methods section). cKO oocytes (*CPEB3^LoxP/LoxP^; ZP3^Cre+/−^*, genotype, hereafter CPEB3^−/−^) exhibited the absence of *Cpeb3* mRNA (Figure S1A). The following immunoblot analysis showed a significant reduction in CPEB3 protein levels in the oocytes from the homozygous cKO females (CPEB3^−/−^, Figure 2A,B). To test the hypothesis that maternal CPEB3 is an important factor for female fertility, homozygous and heterozygous cKO females were mated with wild-type males. Significantly reduced litter size was observed in the homozygous CPEB3^−/−^ mice, compared to the wild-type (Cpeb3^+/+^). However, the presence of a single wild-type allele (CPEB3^+/−^) did not lead to a reduction in litter size (Figure 2C), indicating that there is no CPEB3 haploinsufficiency in the oocyte and the resulting zygote.

Here, we generated an experimental model for the CPEB3 deficiency that leads to female subfertility.

### 3.3. Oocytes with Downregulated CPEB3 Are Not Able to Sustain Preimplantation Embryo Development

Initially, to explore the cause of compromised CPEB3 cKO female fertility in more detail, we assessed folliculogenesis and oocyte quality. The ovaries from CPEB3^+/+^ and CPEB3^−/−^ mice were dissected and analyzed for their size, shape, and follicle density. The results did not show significant differences in ovarian morphology between genotypes (Figure S1B), with no differences between genotypes in mating (Figure S1C).

Next, suggesting the role of CPEB3 in late meiosis, we isolated ovulated MII oocytes and zygotes from CPEB3^+/+^ and CPEB3^−/−^ mice. Unexpectedly, both genotypes produced a similar quantity and quality of collected oocytes in vivo as well as fertilized zygotes (Figure 3A and Figure S2), indicating that CPEB3 is dispensable for both folliculogenesis and meiotic progress to metaphase II, as well as fertilization.

To identify the underlying cause of the aberrant fertility phenotype in meiotic fully competent cKO oocytes, the experiments continued to investigate the subsequent embryonic development. To ensure the impact of maternally derived CPEB3 deficiency, cKO females were mated with WT males. The isolated zygotes showed a similar number and quality of fertilized zygotes derived from CPEB3^−/−^ oocytes. Interestingly, prolonged in vitro zygote cultivation revealed a significant reduction in developmental potential beyond the 2cell stage (Figure 3B). Moreover, a very low number of embryos reached the blastocyst stage (Figure 3B,C).

Overall, by utilizing breeding experiments together with the examination of isolated oocytes and zygotes, we demonstrated that the impaired female fertility in our experimental model for CPEB3 deficiency was caused by a developmental incompetency of CPEB3^−/−^ oocytes.

### 3.4. CPEB3 Depletion Results in Decreased Global Protein Synthesis and Transcriptional Activity of the 2cell Embryo

CPEBs are involved in mRNA metabolism and translation. To investigate the effect of its deficiency in oocytes and embryos, we analyzed the ^35^S-methionine uptake, which serves as a marker of translational activity. CPEB3 cKO MII oocytes and derived 2cell embryos have a slightly but significantly decreased global translational rate (Figure 4A,B). Further transcriptional activity analysis in the 2cell embryo by 5-ethynyl uridine (EU) labelling showed a significant decrease in the embryos derived from CPEB3^−/−^ oocytes (Figure 4C,D). Importantly, the timing to 2cell cleavage was similar between groups (Figure S2B).

Next, to assess the transcriptomes of CPEB3^+/−^ and CPEB3^−/−^ oocytes and their consequent 2cell embryos, we performed RNA sequencing (Figure S3). 

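The sample labels list 19 libraries: 5 of CPEB3+/- and 5 of CPEB3-/- MII oocytes (mature oocytes arrested in metaphase before fertilization), and 5 of CPEB3+/- and 4 of CPEB3-/- 2cell embryos. The methods give quadruplicates of 5 cells for each group and name no libraries, so all 19 were used. The authors built the libraries with a Smart-seq2 kit, trimmed the reads with Trim Galore and mapped them to the mouse genome GRCm38 with HISAT2. The deposited values are FPKM from SeqMonk, that is, fragments scaled to the length of the transcript and to the fragments of the library. Counts were not used here. The depth was read from low FPKM values of genes with 1 annotated transcript, which often fall at steps of 1 fragment. In mega-fragments (M), these steps gave 19.5 to 23.5 M (median 20.5) per CPEB3+/- MII library and 19.6 to 22.7 M (median 21.2) per CPEB3-/- MII library. They gave 17.2 to 20.3 M (median 19.1) per CPEB3+/- 2cell library and 17.2 to 19.3 M (median 18.7) per CPEB3-/- 2cell library. The estimate is approximate, since 45.4% of these values lay within 0.05 of a whole number of fragments, where 10% would by chance. Depth did not differ between the genotypes (two-sided exact permutation test, p = 0.714 in MII oocytes and 0.532 in 2cell embryos). Within each stage, genes with at least 0.1 FPKM in as many libraries as the smaller group holds (5 for MII oocytes, 4 for 2cell embryos) were tested. Libraries were scaled by trimmed means of log ratios, and log2(FPKM + 0.1) was fitted with limma. Genes with an adjusted p under 0.05 (Benjamini-Hochberg) and a difference above 1.5-fold were called DE. Fold changes are on the log2(FPKM + 0.1) scale, which understates the change of low genes. Group values are means ± SD of the FPKM as deposited, over the libraries of the group.

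The deleted gene was examined first. *Cpeb3* (chromosome 19 of GRCm38, 37021291 to 37208601, minus strand) was listed at 0.0755 ± 0.0240 FPKM in the MII libraries labelled CPEB3+/- and at 0.162 ± 0.0325 FPKM in those labelled CPEB3-/-. The log2 fold change was 0.53 (standard error 0.122, adjusted p = 0.0144, limma), above 0 but under 1.5-fold. All 5 libraries labelled CPEB3-/- lay above all 5 labelled CPEB3+/- (two-sided exact permutation test, p = 0.00794, the smallest p these libraries allow). In 2cell embryos the values were 0.0303 ± 0.0149 FPKM and 0.0554 ± 0.0129 FPKM (exact permutation test, p = 0.0476). The value covers the whole gene and does not separate the deleted exons from the rest. In 2cell embryos 3 fragments are 0.0236 FPKM for this gene, so the values there rest on few fragments. The paper reports no *Cpeb3* mRNA by PCR and less CPEB3 protein by immunoblot in CPEB3-/- oocytes. A value of the whole gene does not test the PCR result. Since that value was not lower, CPEB3-/- and CPEB3+/- stand for the libraries labelled so in all values from the deposited data.

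In the principal components of the 500 most variable genes, PC1 held 96.0% of the variance and parted the stages, with MII libraries from -67.3 to -61.1 and 2cell libraries from 69.4 to 75.0. PC2 held 0.973% and parted the genotypes. MII libraries labelled CPEB3+/- lay between 4.07 and 5.16 on PC2 and those labelled CPEB3-/- between -7.05 and -3.31. In 2cell embryos the ranges were 3.54 to 11.4 and -10.4 to -7.38. The separation had an exact permutation p of 0.00794 in each stage, from 252 splits of the MII libraries and 126 of the 2cell libraries. Over all tested genes in place of 500, the share of PC1 was 78.2%.

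**Figure D1:**
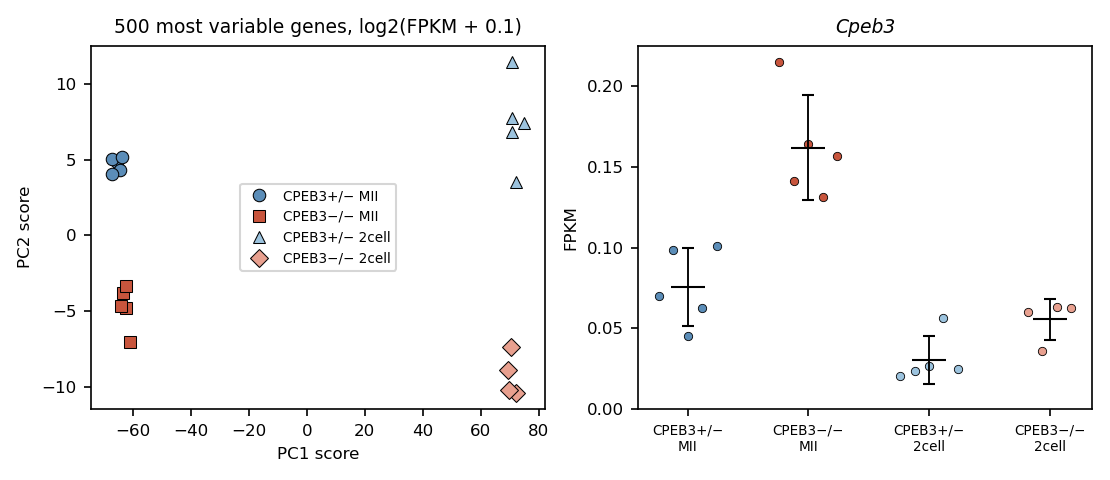
Principal components of the 19 libraries (PC1 against PC2, left) and FPKM of *Cpeb3* per library (right), with points for libraries and bars for mean ± SD, by stage and labelled genotype. The stages lie apart on PC1 and the genotypes on PC2, and the MII libraries labelled CPEB3-/- hold 2.14 times the mean *Cpeb3* FPKM of those labelled CPEB3+/-.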

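Between the libraries labelled CPEB3-/- and CPEB3+/-, 1352 of 10515 tested genes were called DE in MII oocytes, 579 higher and 773 lower in CPEB3-/-. In 2cell embryos, 2537 of 14051 tested genes were called, 1202 higher and 1335 lower. Of the calls, 911 in MII oocytes (67.4%) and 2087 in 2cell embryos (82.3%) had every CPEB3-/- library on one side of every CPEB3+/- library. Among all tested genes this held for 16.3% and 20.0%, where chance gives 0.794% and 1.59%. Among the filters and scalings tried, requiring a mean of at least 5 FPKM lowered the counts most, but also the number of genes tested. It left 309 calls of 1656 genes in MII oocytes and 588 of 2041 in 2cell embryos. With a pseudocount of 1 for 0.1, 481 of 10515 genes were called in MII oocytes and 1163 of 14051 in 2cell embryos. With the replicate letter as a block 812 and 393 were called, though the letters do not pair the libraries. With 1 library left out at a time, 941 to 1511 genes were called in MII oocytes and 1829 to 2567 in 2cell embryos. The share of higher genes depended on the scaling. It was 42.8% of the MII calls and 47.4% of the 2cell calls, but 57.1% and 52.3% with the values as deposited. With each library scaled to its sum of FPKM it was 69.9% and 80.9%, and the median log2 fold change of all tested genes was then 0.15 in MII oocytes and 0.26 in 2cell embryos. Across genes, which are not independent replicates, the log2 fold change rose with the GC content of the transcript (Pearson's r = 0.315 in MII oocytes and 0.360 in 2cell embryos). Once the trend of each library with GC content was removed, 952 of the 1338 MII calls with a known GC content and 1493 of the 2516 2cell calls were called again in the same direction.

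Both stages shared 439 called genes of the 9335 tested in both, where 233 were expected by chance (Fisher's exact test over genes, two-sided p = 5.48e-51). Of these, 163 were higher and 257 lower in both stages, 14 were higher in MII oocytes and lower in 2cell embryos, and 5 went the other way. Without CPEB3+/- MII replicate C the shared genes numbered 292.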

The acquired datasets showed significantly differentially expressed (DE) transcripts, with more than 1.5-fold difference in 356 mRNAs in the MII CPEB3^−/−^ oocyte and 1269 mRNAs in the 2cell embryo derived from the CPEB3^−/−^ oocyte (Figure 5A). Gene ontology analysis showed that DE mRNAs code mostly for the factors involved in RNA expression, translation, and transcription (Figure 5B and Supplementary File S1) in both oocytes and embryos. 

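The gene lists of Supplementary File S1 were compared with the FPKM values where every gene of a list could be read. The study chose these genes on the same samples, so the counts are not independent evidence. Under "Expression of RNA" in MII oocytes, 50 genes are listed, 47 were matched by symbol and 46 were tested. Of those, 45 were called, 34 higher and 11 lower in CPEB3-/-, and 46 were past both thresholds when adjusted over the list alone. The 5 genes of the subventricular zone term were all called higher, and of the 2 genes for arrest in M phase 1 was higher and 1 lower. In 2cell embryos, 16 of 18 tested genes for patterning of the rostrocaudal axis were called, 15 higher and 1 lower, and 18 when adjusted over the list alone. For abnormal morphology of embryonic tissue, 52 of 57 tested genes were called, 40 higher and 12 lower, and 57 when adjusted over the list alone. After correction for GC content, 27 of these were higher and 10 lower. The lists read in part, such as "Transcription of DNA" with 68 of 169 genes, were not tested.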

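The genes the study followed up include *Cnot7*, *Zscan4*, *Hist1h1e* (histone 1.4), *Obox5*, *Cbfa2t3*, *Zfp770*, *Spic* and *Eif1a*. With the 6 copies of *Zscan4* that the annotation lists, 8 of these genes passed the filter in MII oocytes, and all 8 were called, 5 higher and 3 lower. In 2cell embryos 12 passed the filter and 6 were called, 1 higher and 5 lower. The counts were the same when adjusted over the list alone, which is not independent evidence, since the study chose the genes on these samples. *Zfp770* (chromosome 2 of GRCm38, 114193461 to 114201469) was lower in CPEB3-/- in both stages. It fell from 6.14 ± 1.41 FPKM (SD, n = 5) to 1.54 ± 0.534 FPKM (SD, n = 5) in MII oocytes. The log2 fold change was -2.08 (standard error 0.305, adjusted p = 0.00175, limma with Benjamini-Hochberg adjustment). In 2cell embryos it fell from 6.62 ± 1.03 FPKM to 2.32 ± 0.320 FPKM (log2 fold change -1.51, standard error 0.169, adjusted p = 0.00116, limma). In CPEB3-/- 2cell embryos replicate C, at 2.80 FPKM, stood apart from the other 3 libraries. *Obox5* (chromosome 7, 15750131 to 15759800) was listed at 337 ± 84.8 FPKM in CPEB3+/- MII oocytes and 162 ± 53.8 FPKM in CPEB3-/- MII oocytes. Its log2 fold change of -1.20 (standard error 0.304, adjusted p = 0.0207, limma) passed both thresholds in 8 of the 10 fits without 1 library, and the largest adjusted p was 0.0513 without CPEB3+/- MII replicate A. With no filter on low values it was 0.0514, and it ranged from 0.00880 upward over 10 alternatives. In 2cell embryos *Obox5* was not called (325 ± 96.0 against 212 ± 61.0 FPKM, log2 fold change -0.66, standard error 0.283, adjusted p = 0.133, limma). Reads of *Obox5* and of the near-identical members of its family may have been split in the authors' counting, so its level is uncertain.

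**Figure D2:**
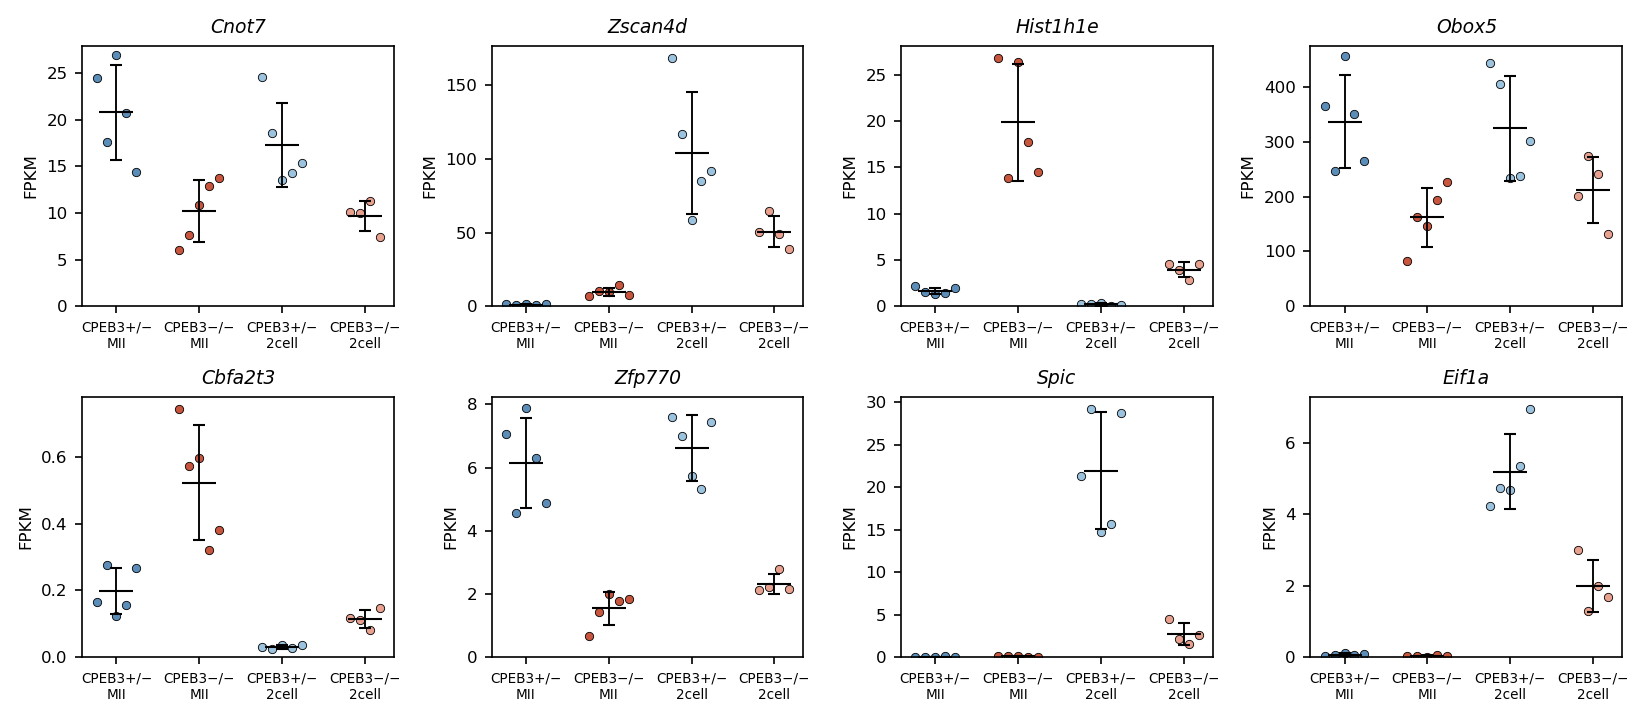
FPKM of *Cnot7*, *Zscan4d*, *Hist1h1e*, *Obox5*, *Cbfa2t3*, *Zfp770*, *Spic* and *Eif1a* in each library by stage and labelled genotype, 1 panel per gene. Points are libraries and bars are mean ± SD; the 5 CPEB3-/- MII libraries lie below all CPEB3+/- MII libraries for *Cnot7*, *Obox5* and *Zfp770* and above them for *Zscan4d*, *Hist1h1e* and *Cbfa2t3*.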

We selected candidate transcripts from the DE mRNA datasets related to the decreased developmental competence of MII CPEB3^−/−^ oocytes and the resulting 2cell embryos: *Cnot7*, *Zscan4*, *Histone 1.4*, *Obox5*, *Cbfa2t3*, *Zfp770*, *Spi-C*, and *Eif1a*. The subsequent validation of the candidate mRNAs by qPCR showed consistency with the RNA-seq datasets (Figure 5C).

### 3.5. CPEB3 Absence Influences Translation of Specific mRNAs via Polyadenylation

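Of the genes called in CPEB3-/- MII oocytes, the largest rises and falls with no overlap between the genotypes were mostly low in 1 of the groups. The replication-dependent histone *Hist1h2ad* (chromosome 13 of GRCm38, 23574381 to 23574952) rose from 0.291 ± 0.235 FPKM (SD, n = 5) to 11.7 ± 3.88 FPKM (SD, n = 5). This is a log2 fold change of 5.03 (standard error 0.485, adjusted p = 2.06e-04, limma with Benjamini-Hochberg adjustment). Reads of histone genes can be shared between near-identical copies. Their capture may also depend on a poly(A) tail, which the paper states somatic histones usually lack. *Gm9045* on chromosome 10 had a log2 fold change of 3.98 (standard error 0.264, adjusted p = 3.02e-05, limma). The antisense transcript *4930458D05Rik* on chromosome 5 had one of 3.93 (standard error 0.221, adjusted p = 8.27e-06, limma), with 1 library apart from its group in each genotype. The authors' counting is not stated to use the strand, so reads of the opposite gene can enter its value. The long noncoding RNA *Gm49371* on chromosome 12 fell from 4.08 ± 0.876 to 0.357 ± 0.208 FPKM, a log2 fold change of -3.36 (standard error 0.266, adjusted p = 7.09e-05, limma). *Efna1* (chromosome 3, 89271733 to 89281142), which encodes an ephrin ligand, fell from 4.28 ± 1.08 to 0.629 ± 0.270 FPKM, with a log2 fold change of -2.75 (standard error 0.319, adjusted p = 5.32e-04, limma). The pseudogene *Gm4541* on chromosome 7 had a log2 fold change of -2.35 (standard error 0.216, adjusted p = 1.61e-04, limma). Each of these genes was called in all 10 fits that left out 1 library.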

Our previous results showed that the absence of CPEB3 in MII oocytes leads to decreased global translation (Figure 4A,B) and destabilization of particular transcripts within the oocyte (Figure 5). Furthermore, by immunoblotting we confirmed the protein expression of RNA-seq candidate mRNAs that were up- or downregulated in the CPEB3^−/−^ MII oocytes (CNOT7, ZSCAN4, CBFA2T3) and in the resulting 2cell embryos (SPI-C). We observed that mRNA expression correlates positively with protein expression (Figure 6A,B).

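On the RNA side, *Cnot7* (chromosome 8 of GRCm38, 40492540 to 40515847) was listed at 20.8 ± 5.07 FPKM (SD, n = 5) in CPEB3+/- and 10.2 ± 3.35 FPKM (SD, n = 5) in CPEB3-/- MII oocytes. Here the log2 fold change was -1.15 (standard error 0.287, adjusted p = 0.0193, limma with Benjamini-Hochberg adjustment). It was called in all 10 fits without 1 library, with adjusted p from 0.0161 to 0.0496. The 6 *Zscan4* copies lie on chromosome 7 and share reads, so their sum is the firmer value. It rose from 2.05 ± 0.351 to 14.4 ± 4.62 FPKM in MII oocytes, a ratio of 7.02, with all 5 CPEB3-/- libraries above all 5 CPEB3+/- libraries (two-sided exact permutation test, p = 0.00794). Most of it came from *Zscan4d* (11161374 to 11166159), which rose from 1.15 ± 0.294 to 9.88 ± 2.81 FPKM. The fit gave a log2 fold change of 2.89 (standard error 0.239, adjusted p = 9.29e-05, limma). *Zscan4c* and *Zscan4f* were also called higher (log2 fold changes 2.24 and 1.63, adjusted p = 9.85e-04 and 0.00533, limma). *Cbfa2t3* (chromosome 8, 122625141 to 122699109) was low, at 0.198 ± 0.0700 FPKM in CPEB3+/- and 0.523 ± 0.172 FPKM in CPEB3-/- MII oocytes. For this gene the log2 fold change was 0.97 (standard error 0.198, adjusted p = 0.00856, limma), but 0.31 and under 1.5-fold with a pseudocount of 1. In 2cell embryos *Spic* (chromosome 10, 88674772 to 88685015) fell from 21.9 ± 6.87 FPKM (n = 5) to 2.70 ± 1.27 FPKM (n = 4). Its log2 fold change of -3.07 (standard error 0.319, adjusted p = 0.00111, limma) stayed between -3.32 and -2.85 over the 9 fits without 1 library.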

CPEBs are also involved in the polyadenylation of mRNAs and their translation CI; thus, we performed a poly(A) tail length assay (PAT) in the CPEB3^+/+^ and CPEB3^−/−^ oocytes to investigate the difference in the polyA tail lengths. The polyadenylation of 3′UTR mRNA coding for Cyclin B1 (*Ccnb1*), which is not DE in the CPEB3^−/−^ oocyte, is equal between genotypes (Figure 6C). In contrast, selected candidate mRNA 3′UTRs were differentially polyadenylated (Figure 6C). 

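In the RNA sequencing, *Ccnb1* (chromosome 13 of GRCm38, 100778650 to 100786570) was listed at 160 ± 33.7 FPKM (SD, n = 5) in CPEB3+/- and 89.1 ± 31.2 FPKM (SD, n = 5) in CPEB3-/- MII oocytes. The log2 fold change was -1.0 (standard error 0.304, adjusted p = 0.0402, limma with Benjamini-Hochberg adjustment), and all 5 CPEB3-/- libraries lay below all 5 CPEB3+/- libraries (two-sided exact permutation test, p = 0.00794). The adjusted p ranged from 0.0122 to 0.0871 over 10 alternatives. Of the 10 fits that left out 1 library 5 called it, and without CPEB3+/- MII replicate C its adjusted p was 0.0949.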

In all the analyzed candidates, we found significant differences in the size of the polyadenylated tails (Figure 6C).

Our data show aberrant protein expression of differentially expressed mRNAs in the CPEB3^−/−^ oocytes during the meiotic progression to MII, which is linked to the difference in the polyA tail length of the 3′UTR termini.

### 3.6. Injection of CPEB3 Reduced the Expression of Candidate Proteins in cKO Oocytes to Wild-Type Levels

To experimentally substitute for absent endogenous CPEB3 protein in the CPEB3^−/−^ oocytes, we injected CPEB3 protein into the GV oocytes (Figure S4) and subsequently analyzed the expression of selected candidate proteins, ZSCAN4 and CBFA2T3, in the in vitro matured MII oocyte. We detected levels of candidate proteins that were similar to those of the CPEB3^+/+^ MII oocytes after the injection of CPEB3 protein in the CPEB3^−/−^ oocyte (Figure 6D,E). However, our results showed that CPEB3 protein injection into CPEB3^−/−^ GV oocyte successfully rescued the protein expression of two selected candidates (ZSCAN4, CBFA2T3).

### 3.7. CPEB3 Regulates Translation of Specific mRNAs via 3′UTR

The bioinformatic analysis of the DE transcripts in the CPEB3^−/−^ oocytes addressed their 3′UTR composition. The 3′UTR length, density, and spatial distribution of the polyadenylation signal (PAS) and cytoplasmic polyadenylation element (CPE) motives were investigated. 

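The longest annotated 3′UTR was taken for each gene tested in MII oocytes, from the GENCODE annotation of GRCm38, which gave 7707 genes with a 3′UTR. Of the genes lower in CPEB3-/-, 516 had one, with a median length of 887.5 nucleotides and quartiles of 399 and 1713. Of the genes higher in CPEB3-/-, 434 had one, with a median of 840 nucleotides and quartiles of 327 and 1514. The 6757 other genes had a median of 1104 nucleotides and quartiles of 456 and 2209. The mean log2 length of the lower genes was 0.28 above that of the higher genes (two-sided permutation test over genes with 100000 resamples, p = 0.00744, adjusted p = 0.0112 over 21 tests). It was 0.22 below that of the other genes (difference -0.22, permutation p = 0.00350, adjusted p = 0.00565). The higher genes were shorter than the other genes by more (difference -0.50, permutation p = 1e-05, the smallest the resamples can give). With calls corrected for GC content, which moved the comparison most, the lower genes were shorter than the higher genes (difference -0.43, permutation p = 1.30e-04). With 1 library left out at a time the difference between lower and higher genes lay between 0.09 and 0.32. In 5 of these 10 fits its permutation p was no longer under 0.05. Without CPEB3-/- MII replicate D, where the difference was lowest, the permutation p was 0.362. Against other genes matched on mean FPKM, the lower genes were no longer shorter beyond the spread of the genes (difference -0.15, permutation p = 0.134). With calls corrected for GC content, they were shorter than the other genes by more than in the main comparison (difference -0.49, permutation p = 1e-05).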

The downregulated mRNAs had significantly longer 3′UTRs compared to the stable or upregulated transcripts (Figure 7A). The quantification of CPEs and PAS motifs showed a significant enrichment of PAS and CPEs in the downregulated mRNAs (Figure 7B,C), but the number of CPEs and PAS was equal to that of the stable mRNAs (Figure 7B,C). 

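The motifs were counted in the 3′UTR sequences as the methods list them. The U-rich group held UUUUAU, UUUUAAAU, UUUUAAGU, UUUUACU and UUUUCAU, listed as PAS. The A-rich group held AAUAA and AUUAAA, listed as CPE. The paper's introduction, however, gives UUUAU, found within UUUUAU, as the canonical CPE. The names may thus be exchanged in the methods, so the groups are named by their bases here. Per 3′UTR, the lower genes held 2.80 ± 3.24 U-rich motifs (SD over 516 genes), the higher genes 1.43 ± 2.16 (434 genes) and the other genes 2.87 ± 4.51 (6757 genes). The lower genes exceeded the higher genes by 1.37 (permutation test, p = 1e-05) and did not differ from the other genes (difference -0.07, p = 0.737). The A-rich motifs numbered 4.71 ± 4.57, 2.82 ± 3.10 and 4.57 ± 5.66. Again the lower genes exceeded the higher genes, by 1.89 (permutation p = 1e-05), and did not differ from the others (difference 0.14, p = 0.581). Per 1 kb, the lower genes held 2.42 U-rich and 4.94 A-rich motifs and the other genes 1.78 and 3.96, differences of 0.641 and 0.989 (permutation p = 1e-05 for each). The higher genes held 1.12 and 3.94. The transcripts of the lower genes had a mean GC content of 45.0%, those of the higher genes 52.6% and those of the others 48.6%. This content includes the 3′UTR, so correction for it can also remove part of a difference in motifs. With calls corrected for GC content, the lower genes held fewer motifs than the higher genes (differences -0.785 U-rich and -1.19 A-rich, permutation p = 4.00e-04 and 1.20e-04). They also held fewer than the other genes there (differences -0.818 U-rich and -0.939 A-rich, permutation p = 0.00131 and 0.00192). Per 1 kb they still held more than the higher genes there (differences 0.705 and 0.658, permutation p = 7.00e-05 and 0.0256) and more than the others (0.532 and 0.749, permutation p = 1e-05 and 3.50e-04).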

The spatial distribution of the CPE and PAS motifs showed a more distal localization of downregulated transcripts than with the stable or upregulated mRNAs (Figure 7D,E).

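The position of a motif was taken as the percent of the 3′UTR length from its 5′ end, averaged within each gene. U-rich motifs lay at 58.0 ± 20.1% in the lower genes, 56.9 ± 24.9% in the higher genes and 55.0 ± 21.5% in the other genes. The lower genes lay 2.92 percentage points farther along than the other genes (permutation test, p = 0.0119, adjusted p = 0.0167) and did not differ from the higher genes (difference 1.04, p = 0.557). With calls corrected for GC content they lay farther along than both the higher and the other genes (differences 6.14 and 4.73, permutation p = 8.60e-04 and 1.70e-04). Against other genes matched on mean FPKM, the difference from the other genes was 1.03 (permutation p = 0.499), and without CPEB3+/- MII replicate B it was 2.09 and no longer past the threshold. A-rich motifs lay at 66.6 ± 18.3%, 75.0 ± 19.4% and 68.4 ± 19.4%. In the lower genes they lay nearer the 5′ end than in the higher genes (difference -8.44, permutation p = 1e-05). With calls corrected for GC content this difference was 1.77 (permutation p = 0.204). The difference from the other genes was -1.81 (permutation p = 0.0447, adjusted p = 0.0587). From Figure 7A to 7E, the paper concludes that the downregulated mRNAs have longer 3′UTRs with more distal motifs.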

Our results show that CPEB3 regulates the fate of mRNAs containing long 3’UTRs, with CPE and PAS domains in the distant part of the mRNA transcripts.

## 4. Discussion

The RNA-binding protein CPEB3 mediates the fate of several identified mRNA targets [49,50]. Although the highest expression of CPEB3 has been found in the oocyte and zygote [41,42], the specific role of this maternal factor has not yet been elucidated. To gain insight into the function of CPEB3 in oocyte and early embryo development, we performed oocyte-specific downregulation of CPEB3 to characterize its importance in female reproduction.

Despite the presence of approximately 20% CPEB3 protein in the cKO oocytes, we observed a significant decrease in litter size. The remaining presence of the protein was likely due to its synthesis in the growing oocyte prior to ZP3-Cre activation, indicating a high stability of CPEB3 during the oocyte life cycle that was likely caused by its prion nature [51,52,53]. We hypothesize that the complete absence of CPEB3 in the oocyte would lead to female sterility due to impaired developmental competence of the oocyte. Since a 2cell arrest of more than 50% and significantly reduced transcription was observed in embryos derived from CPEB3^−/−^ oocytes, we hypothesize that the failure of ZGA is a major factor for subfertility. In addition, we found greatly reduced mRNA and protein levels of the transcription factor SPI-C (the upstream regulator of EiF1a and Oct4), whose accumulation prior to ZGA is essential for preimplantation development [54,55].

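In 2cell embryos *Eif1a* (chromosome 18 of GRCm38, 46597704 to 46610225), a translation initiation factor gene, was listed at 5.20 ± 1.06 FPKM (SD, n = 5) in CPEB3+/- and 1.98 ± 0.733 FPKM (SD, n = 4) in CPEB3-/-. Its log2 fold change was -1.43 (standard error 0.223, adjusted p = 0.00379, limma with Benjamini-Hochberg adjustment), and it was called in all 9 fits that left out 1 library. *Pou5f1*, which encodes Oct4 (chromosome 17, 35506018 to 35510772), was higher in the 2cell embryos labelled CPEB3-/-. It was listed at 3.22 ± 0.835 FPKM and 5.62 ± 1.07 FPKM, a log2 fold change of 0.76 (standard error 0.220, adjusted p = 0.0381, limma). Over 9 alternatives its adjusted p ranged from 0.00602 to 0.287, the latter with correction for GC content. Of the 9 fits without 1 library 3 called it, with an adjusted p of 0.0974 without CPEB3-/- 2cell replicate A. In MII oocytes *Pou5f1* did not differ (log2 fold change 0.04, standard error 0.177, adjusted p = 0.878, limma).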

In contrast to the study by Fang et al. [40], we did not find any impairment of meiosis or follicle development. The authors conclude that subfertility is due to reduced folliculogenesis, which is associated with reduced GDF9 expression. We attribute the discrepancy between the results to differences in CPEB3 depletion strategies. The authors used a whole-body knock-out strategy [40], which may have had indirect secondary effects on oocytes through a somatic germline niche [38,39].

In *Xenopus* oocytes, CPEB4 takes over the role of CPEB1 during the second translational shift between MI and MII [36]. However, in mouse oocytes, deletion of CPEB4 has no effect on fertility, suggesting that there must be a different mechanism in mammals [31,37]. Our results show that CPEB3 contributes to developmental competence by controlling the stability of specific maternal transcripts, as revealed by an RNA-seq analysis involving a total of 355 genes of mouse MII oocytes [56]. Together with the slightly reduced translation observed in cKO-MII oocytes, it appears that CPEB3 replaces the role of CPEB1 for a specific subclass of mRNAs post nuclear envelope breakdown. Considering that the most highly represented category of differentially expressed genes (DEGs) are involved in transcriptional regulation, we hypothesize that destabilization of maternally derived transcriptional activators contributes to ZGA failure.

While the role of CPEB 1, 2, and 4 in cytoplasmic polyadenylation (CPA) in the oocyte is well documented [31,33,36,57], the molecular role of CPEB3 has been studied in other cell types, but its role remains unclear. It has been shown that CPEB3-mediated activation of GluA1/2 in the hippocampus does not require interaction with CPSF or a PAS, and CPEB3 has limited affinity for CPE [50]; however, the PAT assays of these genes showed poly-A tail elongation following CPEB3 activation [52,58]. By combining qRT-PCR, Western blot and poly-A tail length analyses, we demonstrated that downregulation of CPEB3 affects a subclass of RNAs where poly-A tail elongation and translation into MII is negatively affected. However, it is important to emphasize the limitations of our study. Our results show only an indirect relationship between CPEB3 and CPA because mechanistic studies on the physical interactions between CPEB3 and candidate RNAs are lacking. Interestingly, when comparing DEGs from two RIP-seq datasets of mouse neurons, some genes, including three common genes (*Stt3a*, *Sypl*, *Cnot7*), overlapped in the analyzed datasets [49,59], suggesting that similar interactions may exist in oocytes. 

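In CPEB3-/- MII oocytes, *Stt3a* (chromosome 9 of GRCm38, 36729344 to 36767679) fell from 2.95 ± 0.910 FPKM (SD, n = 5) to 1.34 ± 0.474 FPKM (SD, n = 5). That is a log2 fold change of -1.21 (standard error 0.317, adjusted p = 0.0235, limma with Benjamini-Hochberg adjustment). The call was made in 6 of the 10 fits without 1 library, with an adjusted p of 0.0590 without CPEB3+/- MII replicate A. In 2cell embryos it fell from 2.21 ± 0.752 to 0.464 ± 0.0625 FPKM (log2 fold change -2.01, standard error 0.261, adjusted p = 0.00179, limma). *Sypl* (chromosome 12, 32953891 to 32979860) fell from 8.02 ± 2.00 to 3.75 ± 0.958 FPKM in MII oocytes, with a log2 fold change of -1.17 (standard error 0.253, adjusted p = 0.0110, limma). In 2cell embryos it fell from 2.56 ± 0.589 to 1.38 ± 0.324 FPKM (log2 fold change -0.89, standard error 0.230, adjusted p = 0.0245, limma). That 2cell call was made in 5 of the 9 fits without 1 library, with an adjusted p of 0.0667 without CPEB3-/- 2cell replicate D. It was lost with correction for GC content, where the adjusted p was 0.116, the highest of 9 alternatives that began at 0.0176.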

Further studies are therefore required.

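Of the genes called higher in CPEB3-/- MII oocytes, 28.2% were also called higher in 2cell embryos (95% Wilson interval 24.6 to 32.0%, over genes, which are not independent). Among the scalings it moved most with each library scaled to its sum of FPKM, to 38.7%, and it was 19.9% with correction for GC content. With 1 library left out at a time it lay between 22.6% and 30.1%. Across all genes tested in both stages, the log2 fold changes of MII oocytes and 2cell embryos had a Pearson correlation of 0.454. From gene expression in both stages, the paper concludes that specific maternal mRNAs are stabilized when CPEB3 is absent.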

The analysis of gene expression in MII oocytes and 2cell embryos presented here also shows that the absence of CPEB3 leads to the stabilization of specific maternal mRNAs (of which 22% remained upregulated in the 2cell). The WB and poly-A tailing assay also confirmed impaired deadenylation and protein overexpression of two candidates in the MII oocyte (ZSCAN4, CBFA2T3). Importantly, ZSCAN4D is a 2cell-specific transcription factor [60] that is also transiently expressed in growing oocytes [61] and, if not fully knocked down in MII, leads to a loss of developmental competence [62]. 

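*Zscan4d* was far higher in 2cell embryos than in MII oocytes, at 104 ± 41.5 FPKM (SD, n = 5) in CPEB3+/- and 50.7 ± 10.6 FPKM (SD, n = 4) in CPEB3-/-. Its log2 fold change in 2cell embryos was -1.02 (standard error 0.303, adjusted p = 0.0416, limma with Benjamini-Hochberg adjustment). Only 2 of the 9 fits that left out 1 library called it, and without CPEB3-/- 2cell replicate D its adjusted p was 0.106. Over 10 alternatives the adjusted p ranged from 0.0153 to 0.103. The difference between the stages was tested itself. The interaction of stage and genotype was -3.95 (standard error 0.404, adjusted p = 3.18e-05, limma over all 19 libraries). In the sum of the 6 copies, 2cell embryos held 345 ± 182 FPKM in CPEB3+/- and 200 ± 52.1 FPKM in CPEB3-/-, a ratio of 0.579 that did not exceed the spread of the libraries (two-sided exact permutation test, p = 0.159). Over the whole transcriptome, 1325 of 15786 genes had an interaction with an adjusted p under 0.05, and 300 did with a mean of at least 5 FPKM.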

The opposite DE pattern observed between the MII and 2cell stages could be attributed to impaired embryonic transcription, which could mask maternal mRNA overexpression. 

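*Cbfa2t3* in 2cell embryos was listed at 0.0314 ± 0.00548 FPKM (SD, n = 5) in CPEB3+/- and 0.115 ± 0.0270 FPKM (SD, n = 4) in CPEB3-/-, below the filter on low values. All 4 CPEB3-/- libraries lay above all 5 CPEB3+/- libraries (two-sided exact permutation test, p = 0.00794). The floor of 3 fragments is 0.0209 FPKM for this gene in 2cell libraries, so the CPEB3+/- values rest on few fragments. The interaction of stage and genotype was -0.40 (standard error 0.246, adjusted p = 0.363, limma).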

Another transcription factor, CBFA2T3 (MTG8), which recruits a large number of corepressors and histone-modifying enzymes [63], is stabilized in both the CPEB3^−/−^ oocyte and the embryo. 

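*Hist1h1e* (chromosome 13 of GRCm38, 23620629 to 23622558, minus strand) rose from 1.68 ± 0.341 FPKM (SD, n = 5) in CPEB3+/- to 19.8 ± 6.32 FPKM (SD, n = 5) in CPEB3-/- MII oocytes. Its log2 fold change of 3.35 (standard error 0.203, adjusted p = 1.39e-05, limma with Benjamini-Hochberg adjustment) ranked 5 among the rises of the 1352 called genes. In 2cell embryos it rose from 0.217 ± 0.146 FPKM (SD, n = 5) to 3.96 ± 0.787 FPKM (SD, n = 4), with a log2 fold change of 3.80 (standard error 0.418, adjusted p = 0.00115, limma). There it ranked 3 among the rises of the 2537 called genes, and 1 among those of the 1868 that code for protein. It was called in all fits that left out 1 library. The interaction of stage and genotype was 0.33 (standard error 0.450, adjusted p = 0.724, limma), but -1.04 with a pseudocount of 1, where the adjusted p was 0.00763, the lowest of 3 alternatives that reached 0.724. As a set, 38 replication-dependent histone genes tested in MII oocytes had a median log2 fold change of 0.65, with 12 called higher (limma's camera, adjusted p = 7.11e-04 over 12 set tests). In 2cell embryos the median of 57 genes was 0.34, with 7 called higher (limma's camera, adjusted p = 0.0119). Under fry, which estimates the correlation between genes, the MII call held (adjusted p = 8.74e-04) and the 2cell call did not (0.0510). Of 5 other settings under fry, the 2cell set passed in 4 (adjusted p from 0.00703 to 0.0349) and not with correction for GC content (0.317). Among the alternatives, correction for GC content moved the sets most, to an adjusted p in camera (limma) of 0.0139 in MII oocytes and 0.537 in 2cell embryos. Without CPEB3+/- 2cell replicate E the 2cell set had an adjusted p of 0.0639. The copies are similar in sequence, so the level of single histone genes is uncertain. The paper states that somatic histone mRNAs usually carry a stem loop in place of a poly(A) tail. In a preparation primed on the tail, only tailed copies would be captured. A change in tailing was therefore not separated from a change in the level of histone RNA.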

Interestingly, one of the genes that was most highly overexpressed at both developmental stages was a replication-dependent histone, of which *Hist1h1e*, encoding H1.4, was one of the candidate genes validated by qPCR. H1.4 is associated with compaction of chromatin structure [64], leading us to speculate that its premature incorporation instead of the oocyte linker variant (H1FOO) might prevent proper chromatin loosening [65] in the pronuclei and sterically block the binding sites for TFs during the oocyte-to-embryo transition. Moreover, unbalanced histone stoichiometry could significantly affect ZGA, as reported in *Drosophilla* embryos [66]. Considering that somatic histones usually have a stem loop instead of a polyA tail at the 3′-UTR, the function of CPE found in the 3’-UTR of H1.4 and the possible switch to polyadenylation, as reported in other terminally differentiated tissues, refs. [67,68] remains unexplained.

Precise and selective deadenylation followed by degradation of maternal transcripts during M and Z decay is one of the prerequisites for successful transition from oocyte to embryo [69,70]. The mRNA Cnot7, which encodes a subunit of the CCR4-NOT deadenylase complex (the major deadenylase in oocytes), is recruited for translation by CPA during maturation [70]. 

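*Cnot7* in 2cell embryos was listed at 17.3 ± 4.53 FPKM (SD, n = 5) in CPEB3+/- and 9.71 ± 1.63 FPKM (SD, n = 4) in CPEB3-/-, and the log2 fold change was -0.85 (standard error 0.218, adjusted p = 0.0235, limma with Benjamini-Hochberg adjustment). It was called in 6 of the 9 fits that left out 1 library, with an adjusted p of 0.0641 without CPEB3-/- 2cell replicate D. Over 10 alternatives the adjusted p ranged from 0.0205 to 0.168, the latter with correction for GC content. *Cnot7* was the only one of 17 tested deadenylation genes called in MII oocytes, and 3 passed the adjusted p alone. The median log2 fold change of the 17 was 0.07 (limma's camera, adjusted p = 0.683, and fry, 0.310). In 2cell embryos 4 of 18 were called, 3 higher and 1 lower, with a median of 0.10 (limma's camera, adjusted p = 0.605, and fry, 0.140). The counts of calls were the same when adjusted over the list alone. With each library scaled to its sum of FPKM, where the median of all genes also rose, the adjusted p under fry was 0.00615 in MII oocytes and 0.00607 in 2cell embryos. It was 0.0410 and 0.0349 with the values as deposited, and 0.0132 and 0.0164 with correction for GC content, while camera gave at least 0.412 under these 3 settings (limma). *Tob1* in MII oocytes was not called (0.547 ± 0.254 against 1.32 ± 0.722 FPKM, log2 fold change 0.97, standard error 0.325, adjusted p = 0.0573, limma). It was called with the values as deposited (adjusted p = 0.0485, limma), and over 7 alternatives the adjusted p ranged from 0.0197 to 0.127. It was also called without CPEB3+/- MII replicate D (adjusted p = 0.0361, limma) and without CPEB3-/- MII replicate B (0.0420). *Btg4* (log2 fold change -0.92, adjusted p = 0.0910, limma) and *Zfp36l2* (0.46, adjusted p = 0.141, limma) were not called either.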

Interestingly, downregulation of CNOT7 and impairment of its poly-A tail elongation was observed in CPEB3^−/−^ MII oocytes, suggesting a possible dual role of CPEB3 in deadenylation: (I) By repressing and subsequently activating Cnot7 via polyadenylation, which prevents the degradation of upregulated DEGs (such as Zscan4d) and/or (II) by deadenylating its own targets through interaction with BTG/TOB proteins, as reported in somatic cells [71], where CPEB3-TOB1 interaction recruited the deadenylation machinery. It would be interesting to investigate TOB1 as a potential maternal factor that recruits CCR-4-NOT to specific mRNAs (in contrast to BTG4 and ZFP36L targets). In addition, we cannot exclude the possibility that CPEB3-TOB1-mediated deadenylation activity is involved in the transient repression of dormant transcripts for future polyadenylation, perhaps through interactions with a deadenylase other than CCR-NOT (in a similar manner to the way that non-phosphorylated CPEB1 attracts PARN). Interestingly, in the available CPEB3 RIP-seq datasets from somatic cells [49,59], 17 and 16 genes among the upregulated 196 DEGs were identified as CPEB3 targets, respectively.

Recent research proposed *Cnot7* mRNA as a target of PAP-α, a nuclear poly-A polymerase that shuttles between the nucleus and cytoplasm and mediates CPA independently of CPE motifs [72]. Considering that CPEB3 and CPEB4 appear to have affinity for other U-rich elements [50], it is possible that the presumed “direct CPA” results from their interaction with PAP-alpha, but further research is needed.

As previously reported, different tissues show a global tendency to favor certain mRNA isoforms [73]. For example, neuronal tissues prefer isoforms that utilize distal PASs in 3′ UTRs, whereas the use of proximal PASs is more pronounced in blood cells and testicular tissue [73,74]. It appears that CPEB3 tends to favor the polyadenylation of distal PASs of mRNAs that are translationally quiescent at the onset of oocyte meiosis. This is consistent with a study by Zhang et al. (2021) [75], which showed that CPEB3 affects the fate of mRNA in lung cancer cells by influencing PAS choice and that its depletion leads to truncation of the 3′UTR, allowing transcripts to escape miRNA degradation [75]. Alternatively, another hypothesis should be considered: that deletion of CPEB3 in the short time window between ZP3-Cre activation and transcriptional silencing affects the intrinsic properties of 3′UTRs during pre-miRNA processing. This could result in these isoforms not being recognized by RBPs and their recruitment or degradation being impaired.

Interestingly, changes in 3′UTR length have recently been reported in human oocytes coupled with nuclear pre-mRNA processing [76]. First, deadenylated transcripts are partially degraded during maturation, followed by re-polyadenylation of truncated 3′UTRs by an unknown mechanism. The longer 3′UTR (with distal PAS) may be beneficial in the context of partial degradation, as its shortening affects the coding sequence. Our results show that the polysomal occupancy and protein content of CPEB3 are highest at the MII stage, decrease in zygotes, and disappear at the 2cell stage. The number of partially degraded intermediates (PDIs) increases significantly in zygotes [76]. Treatment with 3′-deoxyadenosine leads to a decrease in PDIs and inhibits polyadenylation and embryonic development, indicating the essential role of CPA after fertilization [77]. It would be interesting to investigate whether CPEB3 accumulation in MII is important not only for late meiotic translation but also for the re-polyadenylation of PDIs in mammals.

In summary, our results show that CPEB3 is dispensable for meiotic progression but essential for the maintenance of developmental competence in mouse oocytes. It enables sustained development to the blastocyst stage by shaping the maternal transcriptome and consequently the proteome, which is essential for oocyte-to-embryo transition and the transcriptional activation of the newly formed embryonic genome at the 2cell stage.

## Figures and Tables

**Figure 1:**
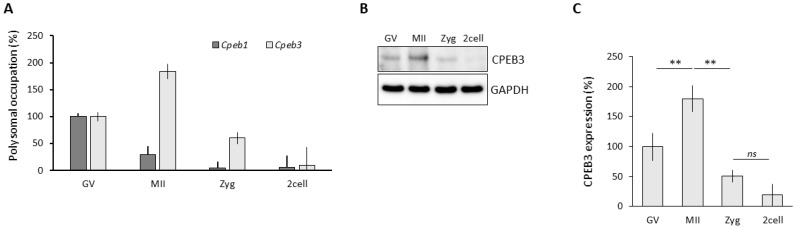
CPEB3 is actively translated during oocyte maturation. (**A**) Quantification of polysomal occupation of *Cpeb1* and *Cpeb3* mRNAs in oocyte and early embryo. (**B**) CPEB3 protein expression in oocyte and early embryo. The representative images are from three biological replicates. The values from GV were set to 100%. (**C**) Quantification of CPEB3 protein expression. Data are represented as the mean ± SEM of at least three independent experiments; ns, not significant; ** *p* < 0.01 according to one-way ANOVA. The values from GV were set to 100%.

**Figure 2:**
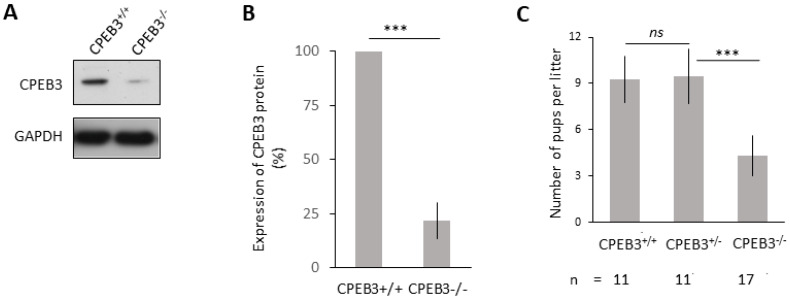
Significantly decreased CPEB3 in the oocytes, leading to subfertility. (**A**) CPEB3 protein expression in wild-type (CPEB3^+/+^ and cKO (CPEB3^−/−^) oocytes. The representative images are from six biological replicates. For CPEB3 mRNA expression, see Figure S1. (**B**) Quantification of CPEB3 protein expression in (**A**). Data are represented as the mean ± SEM of six independent experiments; *** *p* < 0.001 according to one-way ANOVA. The values from CPEB3^+/+^ were set to 100%. GAPDH was used as a loading control. (**C**) Quantification of number of pups per litter for females with specific genotype. Data are represented as the mean ± SEM; the number of breeding pairs is depicted below; ns, non-significant; *** *p* < 0.001 according to one-way ANOVA. For additional analyses of reproductive fitness, see Figure S1.

**Figure 3:**
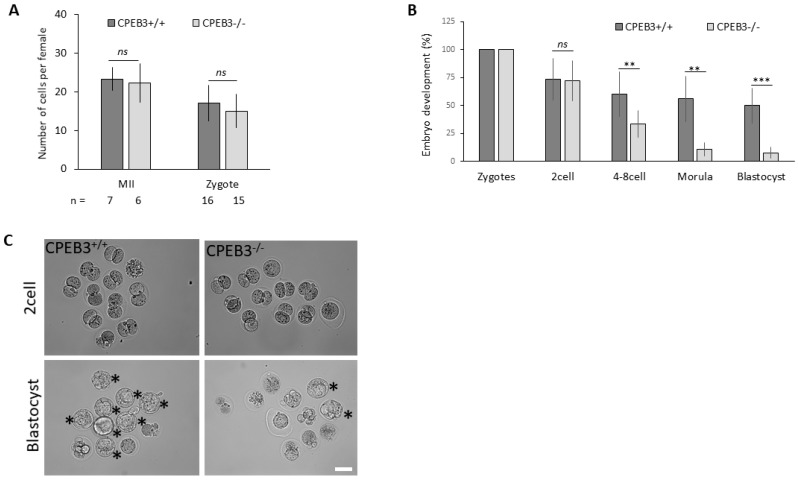
Oocytes with downregulated CPEB3 are unable to sustain preimplantation embryo development. (**A**) Quantification of oocyte morphology and fertilization. Data are represented as the mean ± SEM; the number of independent experiments is depicted below; ns, non-significant according to one-way ANOVA. (**B**) Quantification of post-fertilization embryo development using natural mating. Data are represented as the mean ± SEM from at least eleven independent experiments; ns, non-significant; ** *p* < 0.01; *** *p* < 0.001 according to one-way ANOVA. The values from zygotes were set to 100%. (**C**) Representative images of embryo development. Asterisks depict normally developed blastocysts. Scale bar, 100 µm. For the morphology of ovaries, see Figure S1.

**Figure 4:**
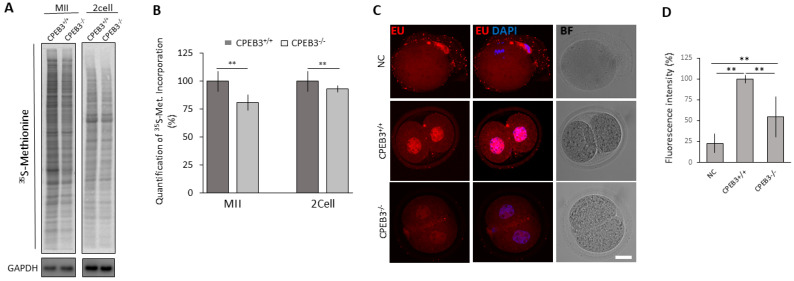
Depletion of CPEB3 leads to reduced global protein synthesis and transcriptional activity in the 2cell embryo. (**A**) Visualization of 35S-methionine incorporation into nascent synthesized proteins. *n* ≥ 4 of the biological replicates, GAPDH was used as loading control. (**B**) Quantification of visualization of 35S-methionine incorporation. Data are presented as mean ± SEM of at least four independent experiments; ** *p* < 0.01 according to one-way ANOVA. (**C**) Fluorescent labelling of newly transcribed RNA with 5-ethynyluridine (EU, red) in 2cell embryo. Transcriptionally inactive MII oocytes were used as negative control (NC); *n* ≥ 30, DNA blue; BF, bright field. For analysis of embryo cleavage timing, see Figure S2. (**D**) Quantification of EU fluorescence intensity. Data are presented as mean ± SEM; values of CPEB3^+/+^ embryos were set as 100%; ** *p* < 0.01 according to one-way ANOVA.

**Figure 5:**
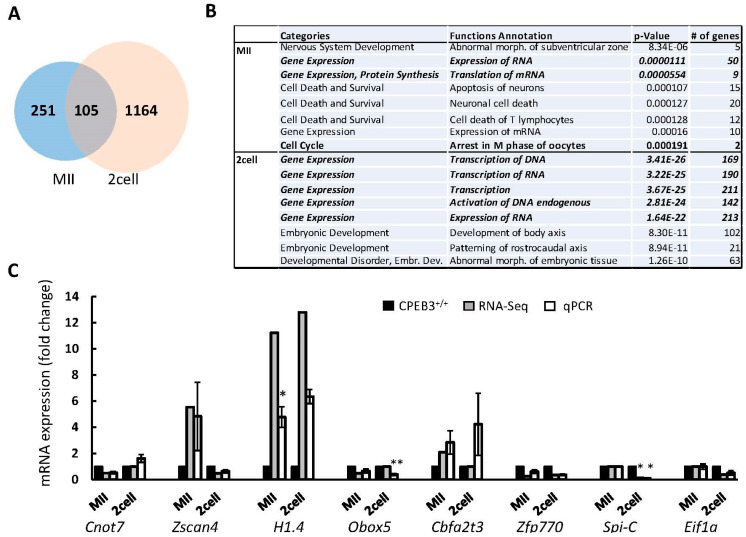
Absence of CPEB3 affects specific mRNAs in the oocyte and embryo. (**A**) Venn diagram shows number of differentially expressed RNAs, detected by RNA sequencing. Intersection depicts overlapping genes between two stages. Also see Supplementary File S1. (**B**) Top 8 GO cluster enrichment of genes that are differentially expressed in CPEB3^−/−^ MII oocytes and 2cell embryos compared to CPEB3^+/−^. Also see Supplementary File S1. (**C**) Validation of candidate genes from RNA-sequencing datasets (grey columns) by qPCR (white columns). Data are represented as the mean ± SEM; the value from CPEB3^+/−^ was set as 1; * *p* < 0.05, ** *p* < 0.01 according to one-way ANOVA.

**Figure 6:**
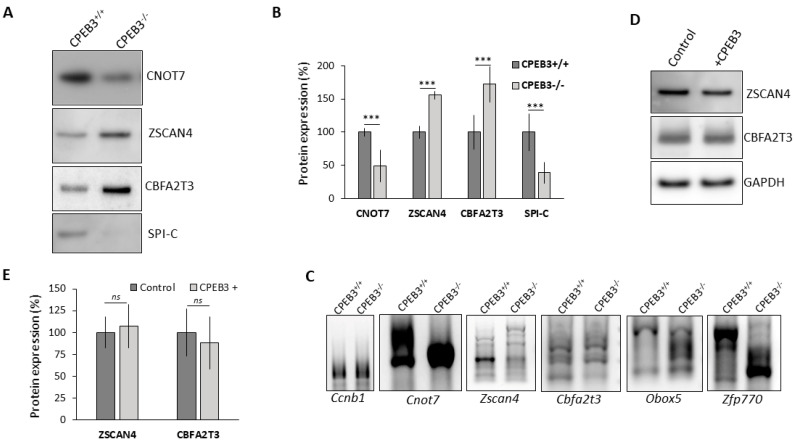
Absence of CPEB3 influences translation of specific mRNAs via polyadenylation. (**A**) Immunoblot analysis of expression of candidate proteins in MII oocytes (CNOT7, ZSCAN4, CBFA2T3) and embryos (SPI-C). The representative images are from at least three biological replicates. (**B**) Quantification of protein expression. Data are represented as the mean ± SEM of at least three independent experiments; *** *p* < 0.001 according to one-way ANOVA. (**C**) Polyadenylation assay (PAT) of candidate proteins in MII. Cyclin B1 mRNA (Ccnb1) was used as a negative control. The representative images are from at least three biological replicates. (**D**) Microinjection of CPEB3 protein into CPEB3^−/−^ GV oocytes normalizes specific protein expression similarly to that in the CPEB3^+/+^ MII oocyte (control). Representative images from at least three biological replicates. For analysis of CPEB3 expression see Figure S4. (**E**) Quantification of the protein expression from (**D**). Data are represented as the mean ± SEM of at least three independent experiments; ns, non-significant according to one-way ANOVA. CPEB3^+/+^ MII oocytes were used as a control and set as 100%.

**Figure 7:**
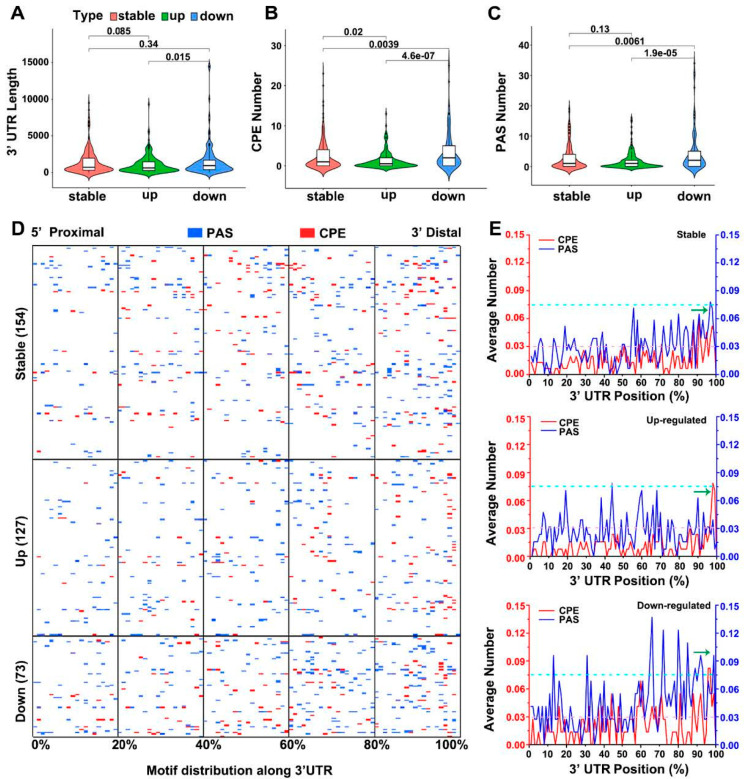
CPEB3 regulates translation of specific mRNAs via 3′UTR. Computational analysis of differentially expressed transcripts in CPEB3-depleted oocytes. (**A**) Analysis of 3′UTR length. (**B**) Number of cytoplasmic polyadenylation element (CPE) motifs. (**C**) Number of polyadenylation signal (PAS) motifs. Data are represented in File S1; stat values according to Wilcoxon test. (**D**) CPE (red) and PAS (blue) motif distribution in differentially expressed mRNAs in CPEB3-depleted MII oocytes. (**E**) CPE (red) and PAS (blue) motif distribution in differentially expressed subclass of transcripts in CPEB3-depleted MII oocytes.

## Data Availability

The data included in this article are available in the article and in its online supplementary material. All data are available from the authors upon reasonable request. RNA-seq data were deposited in the GEO repository https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE239545 (accessed on 28 July 2023).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells13100850/s1. Figure S1: Cpeb3 mRNA expression and phenotype analysis related to absence of CPEB3. (A) PCR analysis of Cpeb3 mRNA in oocytes. (B) Representative image of morphology of ovaries from specific genotypes. Scale bar, 1 mm. (C) Quantification of reproductive fitness of specific genotypes. Data are represented as the mean ± SEM from at least 11 breeding couples; ns, non-significant according to one-way ANOVA; Figure S2: Timing of first embryonic division is equal between genotypes. (A) Quantification of aberrant zygotes in relation to genotype. Data are represented as the mean ± SEM from at least eleven independent experiments; ns, non-significant, according to one-way ANOVA. (B) Quantification of timing of embryo cleavage to 2cell stage. From three biological replicates with depicted numbers of embryos; Figure S3: Principle component analysis of transcriptomes in MII oocytes and early 2cell embryo; Figure S4: Expression of microinjected CPEB3 protein in CPEB3-deficient oocytes. (A) Representative Immunoblot analysis of CPEB3-/- MII oocytes microinjected with exogenous CPEB3 protein (CPEB3+) in GV stage. CPEB3+/+ oocytes were used as a control. (B) Quantification of CPEB3 protein from (A). Data are represented as the mean ± SEM from three independent experiments; *** *p* < 0.001, according to one-way ANOVA, the expression of CPEB3 protein in the buffer-injected CPEB3+/+ oocytes (Control) from cKO females was set as 100%; Supplementary File S1: Gene ontology analysis showed that DE mRNAs coding mostly for genes involved in RNA expression, translation and transcription (Figure 5B and Supplementary File S1) in both oocytes and embryos. Supplementary Table S1: Primers and antibodies used in the study.

How the deposited data were processed for this re-analysis (not part of the article)

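RNA of MII oocytes and of 2cell embryos was sequenced in 19 libraries, labelled as 5 CPEB3+/- and 5 CPEB3-/- MII libraries and 5 CPEB3+/- and 4 CPEB3-/- 2cell libraries. The genotype of each library was taken from its label. The paper's methods give quadruplicates and do not say which libraries they were, so each labelled library was used. The methods name a HiSeq X sequencer, while the labels name a NovaSeq. According to the methods, the authors trimmed the reads with Trim Galore, mapped them to GRCm38 with HISAT2 and computed the deposited FPKM values in SeqMonk. The deposited table is named as if it held raw counts. Its values were tested and read as FPKM. Only 0.00203% of them are whole numbers above 0, and low values often fall at steps of 1 fragment over the exon length. Of the low values of genes with 1 annotated transcript, 45.4% lay within 0.05 of a whole number of fragments, where 10% would by chance. Of all values, 1.07% lay above 0 but below 1e-06, which steps of 1 fragment cannot give. The table lists 25891 genes, of which 25642 have a symbol in GENCODE vM21, and 97.0% of those have its coordinates. There were 0 columns of values not used.

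The depth of each library was estimated from the step between low values of the 9253 genes with 1 annotated transcript. Over all libraries it had a median of 19.6 M fragments (M, mega) and a range of 17.2 to 23.5 M. At the median exon length of 3979 bases, 10 fragments correspond to 0.128 FPKM at that depth, so values near 0.1 FPKM rest on few fragments. A floor of 3 fragments was used where a fold was given as a bound.

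The tests chosen before the data were examined assumed counts. The planned tests that need counts (a negative binomial test and voom) were not run, and the closest equivalent for FPKM was chosen after the unit was known. Within each stage, genes with at least 0.1 FPKM in 5 MII or 4 2cell libraries were tested. Scaling factors were trimmed means of log ratios (30% of the log ratios and 5% of the levels trimmed on each side). The model was fitted to log2(FPKM + 0.1) in limma 3.58.1 (R 4.3.3) with genotype as its only term and a variance trend, and p values were adjusted after Benjamini and Hochberg. Genes with an adjusted p under 0.05 and more than 1.5-fold change were called. The interaction of stage and genotype was tested in 1 limma fit of all 19 libraries, for genes with 0.1 FPKM in at least 4 libraries. Single values were compared by two-sided exact permutation tests over 252 splits of the MII and 126 of the 2cell libraries.

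Principal components were computed on the 500 most variable genes. Gene sets were tested with limma's camera (correlation between genes of 0.01) and with fry, adjusted over the sets and both stages. The sets were replication-dependent histones, 2cell-specific genes, deadenylation genes, cumulus and granulosa cell markers, and genes that rise or fall between the stages (log2 fold change beyond 2, or 1 as an alternative). Lists of blood and Y-linked genes were summed. The 3′UTRs were the longest annotated per gene in GENCODE vM21, and groups were compared by permutation tests with 100000 resamples, adjusted over 21 tests. Motifs were those the methods list, with the U-rich group listed there as PAS and the A-rich group as CPE. These names may be exchanged, since the paper's introduction gives UUUAU as the canonical CPE.

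The correction for GC content removed from each library its loess trend (span 0.5) of log2 values on the GC content of the transcript. Other splits of the libraries were drawn 100 times with seed 20240516. Windows of 2 Mb along the chromosomes and of 10 Mb around *Cpeb3* were examined. Samples apart from their group were found with Dixon's test (critical values 0.829 for 4 and 0.71 for 5 samples). Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

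The genes named are those the study names from its own results, and in each stage the 3 largest rises and 3 largest falls among called genes whose genotypes do not overlap. Other genes and gene families in the closing section were chosen after their values were seen. The method was tested on simulated data with 200 changed genes. Those raised had a median log2 fold change of 2.01 in MII and 1.98 in 2cell libraries, far past 1.5-fold. Genes at the lowest levels were left unchanged, and noise was independent between genes. The method recovered 94.0% of the changed genes in MII and 92.0% in 2cell libraries, and called 11 and 9 unchanged genes. Recovery of changes near 1.5-fold or in low genes was not tested. With a planted trend with GC content the method called 206 and 105 unchanged genes, and 6 and 12 once the trend was removed. In simulated 3′UTRs, 2 of 40 comparisons without a difference had a permutation p under 0.05.

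Alternatives set before the data were examined were the values as deposited, no filter on low values, a mean of at least 5 FPKM, all 19 libraries in 1 fit, unadjusted p values, no fold threshold, a test on log2(FPKM + 1) without adjustment, the replicate number as a block, each library left out in turn, all tested genes in the principal components, fry, other stage classes, the mean over transcripts and unchanged genes matched on mean FPKM. Added after seeing the data were a pseudocount of 1, a filter of 1 FPKM, both together, scaling to the column sum, quantile scaling, the correction for GC content and unchanged genes matched on transcript GC content. Gene lists of Supplementary File S1 that were read only in part were left out. The polyadenylation, immunoblot, qPCR and translation experiments of the study were not analysed here.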

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

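All tests in this part were chosen after the results were seen. In 13 of 158 groups of libraries, 1 library stood apart from the rest by Dixon's test. These were *Zscan4b* (22.3 FPKM) and *Zscan4e* (28.9 FPKM) in CPEB3+/- 2cell replicate A, *Zscan4f* (0.488 FPKM) in CPEB3+/- MII replicate E, and *Zfp770* (2.80 FPKM) in CPEB3-/- 2cell replicate C. They were also *Cpeb1* (0.0956 FPKM) in CPEB3+/- 2cell replicate C, *Cpeb4* (0.614 FPKM) in CPEB3-/- 2cell replicate B, *Tob1* (0.998 FPKM) in CPEB3+/- MII replicate D, and *Zfp36l2* (1.02 FPKM) in CPEB3-/- MII replicate C. Others were *4930458D05Rik* in CPEB3+/- MII replicate E (0.177 FPKM) and CPEB3-/- MII replicate C (3.75 FPKM), and *Gm43118* (3.60 FPKM) in CPEB3-/- 2cell replicate A. The sum of FPKM stood apart in CPEB3-/- MII replicate D (77208) and CPEB3-/- 2cell replicate B (113886). At 1 in 20 groups, 7.9 would be expected, and the one-sided exact binomial p was 0.0543, so chance in many groups may account for the number. No library was apart in more than 2 groups, which argues against 1 poor library. No biological explanation was tested.

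The interaction of stage and genotype passed the threshold for 14 named genes, in limma with Benjamini-Hochberg adjustment. It was -2.82 for *Zscan4c* (adjusted p = 0.00294), -3.95 for *Zscan4d* (3.18e-05) and -2.39 for *Zscan4f* (0.00914). It was -3.53 for *Spic* (3.80e-05), -1.05 for *Eif1a* (0.0263), 0.77 for *Gdf9* (0.00161) and 1.75 for *Mos* (0.0151). Among the largest changes it was -4.76 for *Hist1h2ad* (4.71e-04), -4.07 for *Gm9045* (3.71e-06), -3.39 for *4930458D05Rik* (1.37e-04), 2.12 for *Efna1* (0.00462), 3.98 for *Gm12031* (0.0193), 3.94 for *Gm43118* (3.80e-05) and -3.37 for *Gm14334* (8.62e-05). *Spic*, *Eif1a*, *Gm43118* and *Gm14334* lay below the filter in MII oocytes, so a small change there could not be seen. *Gm14334* was 0 in every MII library and *Gm43118* lay under the floor of 3 fragments in both genotypes, so their interaction restates the 2cell change. For *Eif1a* the adjusted p was 0.0552 with correction for GC content and 5.73e-04 with a pseudocount of 1, the range over its alternatives. Of all 1325 genes with an interaction, 757 were tested in both stages, and for the others it does not show that genotype acts differently. Of the 1325, 945 were past the threshold in the same direction with scaling to the column sum and 1111 of 1319 after correction for GC content. These values argue against scaling or GC content as the whole cause. Only 1 of 100 splits of the libraries, the real one, gave as many genes with an interaction. A difference between the stages in how genotype acts stays open as a hypothesis.

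The 13 protein-coding transcripts of the mitochondrial genome, which the paper does not report on, were lower in CPEB3-/-. Their median log2 fold change was -1.05 in MII oocytes and -1.32 in 2cell embryos, with all 13 below 0 and 10 called in each stage. Under other scalings 11 to 13 were below 0. Their sum fell from 6282 ± 536 to 3411 ± 717 FPKM in MII oocytes and from 32415 ± 5956 to 15889 ± 3105 FPKM in 2cell embryos. After correction for GC content the medians were -0.61 and -0.74, and under the scaling that brought them closest to 0 they were -0.77 and -0.97. The 2 mitochondrial ribosomal RNAs had medians of -0.041 and 0.32. In 2cell embryos their sum was 4202 ± 611 FPKM in CPEB3+/- and 4927 ± 1175 FPKM in CPEB3-/-. In 2cell embryos the fall of the coding transcripts thus did not extend to the ribosomal RNAs. In MII oocytes the ribosomal sums were 1471 ± 370 and 1504 ± 813 FPKM, a spread too wide to decide. A sum of ribosomal RNA does not measure mitochondrial DNA. Fewer mitochondria or less mitochondrial DNA therefore stays open in both stages. With the coding transcripts summed with 7 nuclear copies, the log2 difference was -0.83 and -0.91 (two-sided exact permutation test, p = 0.00794 in each stage), which argues against reads moved to the copies. A biological difference in these transcripts is a hypothesis, and a library preparation that differed between the genotypes was not tested for them.

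Families of developmental transcription factor genes, most outside those the paper discusses, were higher in CPEB3-/- 2cell embryos. The median log2 fold change of 85 tested genes was 0.95, with 76 above 0, 37 called higher and 1 lower. Their FPKM summed over 149 genes rose from 67.5 ± 6.31 to 134.6 ± 13.2. The median was 0.68 after correction for GC content, 1.04 for the 27 genes that passed a filter of 1 FPKM and 0.90 under the scaling that gave the lowest value. With a pseudocount of 1, which shrinks the fold of low values, it was 0.28, with 76 of 85 above 0 and 19 called higher. These argue against GC content, noise of low values and scaling as the whole cause. Olfactory and vomeronasal receptor genes, which genomic DNA would raise, differed in sum by -0.0127 FPKM (95% interval -8.74 to 8.72). At the gain per gene of the families their sum would have gained 121 FPKM, which argues against genomic DNA as the whole cause. After correction for GC content 37 of 51 tested receptor genes were above 0, with a median of 0.39, so a smaller share of genomic DNA stays open. In MII oocytes 29 genes had a median of 0.20. Whether the embryos transcribe these genes more was not tested and stays open.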

How the results depend on the processing

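The alternatives with a pseudocount of 1, a filter of 1 FPKM, both together, scaling to the column sum, quantile scaling, correction for GC content and matching on transcript GC content were chosen after seeing the data. The others were set before. A negative binomial test, voom and the prior-count alternatives need counts and were not run. The cause of each change below was not tested, unless the closing section says so elsewhere. Numbers of called genes are given for MII oocytes (all, higher, lower in CPEB3-/-), for 2cell embryos in the same order, and for both stages.

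With no filter on low values, both stages shared 279 genes, and 21.7% of the MII-higher genes were higher in 2cell embryos. *Mos* and *Gm9045* in 2cell embryos reversed to log2 fold changes of -0.025 and -0.048. With a mean of at least 5 FPKM, 309, 133 and 176 genes were called in MII oocytes, 588, 306 and 282 in 2cell embryos and 101 in both, and 300 had an interaction. With all 19 libraries in 1 fit the shared share was 32.5%, and *Gm9045* in 2cell embryos had a log2 fold change of -0.0036. With unadjusted p values, 1812 genes were higher in 2cell embryos, 719 were called in both stages, the share was 33.0%, and the higher genes had 0.0276 more A-rich motifs per kb than the other genes. Without a fold threshold, 2244, 1051 and 1193 genes were called in MII oocytes and 668 in both stages. With the unadjusted test on log2(FPKM + 1), the numbers were 534, 172 and 362, then 1287, 537 and 750, and 195 in both.

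With a pseudocount of 1 the numbers were 481, 153 and 328, then 1163, 477 and 686, and 157 in both. The interaction of *Hist1h1e* reversed to -1.04, and PC1 held 96.4% of the variance. A filter of 1 FPKM gave 773, 325 and 448, then 1499, 756 and 743, and 256 in both. Both together gave 483, 179 and 304, then 1124, 582 and 542, 168 in both, and a share of 35.8%. With scaling to the column sum, which moved the median of all genes by 0.15 in MII oocytes and 0.26 in 2cell embryos, 1111 genes were higher and 478 lower in MII oocytes and 2423 higher and 573 lower in 2cell embryos. The share was then 38.7%, *Cpeb4* in 2cell embryos reversed to 0.10, and the histone set in 2cell embryos had an adjusted p of 0.157 (camera, limma). With quantile scaling *Gdf9* in MII oocytes reversed to 0.0097, and the 2cell-specific set in 2cell embryos changed direction (camera, adjusted p = 0.922, limma). Over all tested genes PC1 held 78.2%, and with stage classes from held-out CPEB3+/- libraries the progress index reversed to -0.146. Under fry, the histone set in 2cell embryos had an adjusted p of 0.0510 and the cumulus set one of 0.0220.

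With correction for GC content, both stages shared 277 genes and the share was 19.9%. *Cpeb4* in 2cell embryos (0.19), *Pou5f1* in MII oocytes (-0.18), *Mos* in 2cell embryos (-0.18) and *Hist1h2ad* in 2cell embryos (-0.048) reversed. The histone set in 2cell embryos had an adjusted p of 0.537, and the stage-rising set there changed direction (adjusted p = 0.563, limma). In the 3′UTRs, the lower genes differed from the other genes by -0.818 U-rich and -0.939 A-rich motifs and by 1.59 points in A-rich position. The higher genes differed from the other genes by -0.063 in log2 length, by -0.0330 U-rich and 0.249 A-rich motifs, by -0.173 and 0.0913 per kb, and by -1.41 and -0.176 points in U-rich and A-rich position. Between lower and higher genes the differences were -0.43 in log2 length, -0.785 U-rich and -1.19 A-rich motifs, and 6.14 and 1.77 points in U-rich and A-rich position. With the mean over transcripts the lower genes had 0.0748 more U-rich motifs than the other genes. Against other genes matched on mean FPKM, the lower genes differed by -0.15 in log2 length and 1.03 points in U-rich position, and the higher genes by 0.0537 A-rich motifs per kb. Against genes matched on transcript GC content, the lower genes differed by -1.20 U-rich and -1.44 A-rich motifs, by 0.276 U-rich motifs per kb and by 2.08 points in A-rich position. The higher genes then differed by -0.19 in log2 length and 2.24 points in A-rich position.

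The replicate letters do not pair the libraries. The correlation of the residuals of libraries with the same letter was -0.176 to 0.12 in MII oocytes and -0.0689 to 0.0366 in 2cell embryos. With the replicate block the numbers were 812, 344 and 468, then 393, 187 and 206, 56 in both, a share of 6.69%, and -0.071 for *Gm9045* in 2cell embryos.

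With 1 library left out at a time, both stages shared 292 genes (without CPEB3+/- MII replicate C) to 502 genes (without CPEB3-/- MII replicate D), and the share was 22.6% (without CPEB3+/- 2cell replicate E) to 30.1%. PC1 held 95.8 to 96.2%. In MII oocytes, the log2 fold change was -0.011 to 0.086 for *Cpeb4*, -0.094 to 0.14 for *Pou5f1* and -0.11 to 0.85 for *Gm12031*, and in 2cell embryos it was -0.19 to 0.39 for *Mos* and -0.093 to 0.11 for *Gm9045*. The interaction of *Hist1h1e* was -0.02 to 0.49. The adjusted p of the histone set in 2cell embryos was 0.00383 to 0.0639 (without CPEB3+/- 2cell replicate E), and that of the stage-rising set 0.419 to 0.931 (limma). In the 3′UTRs, the lower genes differed from the other genes by -0.266 to 0.112 U-rich and -0.0206 to 0.258 A-rich motifs, and by 2.09 to 4.19 and -2.52 to -0.738 points in U-rich and A-rich position. The higher genes differed from the other genes by -0.0528 to 0.187 A-rich motifs per kb and 1.76 to 3.85 points in U-rich position. Between lower and higher genes the log2 length differed by 0.088 (without CPEB3-/- MII replicate D) to 0.32, the A-rich motifs per kb by 0.669 to 1.23 and the U-rich position by -0.418 to 1.42 points.

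Among 91 results of named genes, 56 kept direction and side of the threshold in every alternative run. In the others, single alternatives gave 112 changes apart from reversals, 85 weaker and 27 stronger, of which 43 and 8 came from leaving out 1 library.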

Differences from the paper's values

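The paper gives 356 DE mRNAs in MII oocytes, and 1352 were called here. Of the alternatives set before the data were examined, a mean of at least 5 FPKM (309 genes) and the unadjusted test on log2(FPKM + 1) (534 genes) fell within 1.5 times the paper's number, and the others did not. A pseudocount of 1 (481 genes), alone or with a filter of 1 FPKM (483 genes), also did, and was chosen after seeing the values. The paper's discussion gives 355 against the same 1352, where of the alternatives set before the data were examined only a mean of at least 5 FPKM came within 1.5 times. For 2cell embryos the paper gives 1269, and 2537 were called here. The unadjusted test on log2(FPKM + 1) gave 1287, and leaving out CPEB3+/- 2cell replicate E or CPEB3-/- 2cell replicate D gave 1829 or 1847. No other alternative set before the data were examined closed the gap. A pseudocount of 1 (1163), a filter of 1 FPKM (1499), both together (1124) and correction for GC content (1837) did, and were chosen after seeing the values.

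The paper gives 196 genes higher in CPEB3-/- MII oocytes, and 579 were called here. A mean of at least 5 FPKM gave 133 and the unadjusted test on log2(FPKM + 1) 172, and the other alternatives set before the data were examined stayed apart. A pseudocount of 1 gave 153, and with a filter of 1 FPKM 179, both chosen after seeing the values. Both stages share about 110 genes in Fig. 5A, read by eye, and 439 here. Of the alternatives set before the data were examined only a mean of at least 5 FPKM (101) closed the gap, and a pseudocount of 1 (157), chosen after seeing the values, did too.

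In the 3′UTR comparison, about 130 higher and about 73 lower genes are drawn in Fig. 7, read by eye, against 434 and 516 with an annotated 3′UTR here. None of the alternatives run for this comparison closed the gap.

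In Fig. 5C, read by eye, the level in CPEB3-/- relative to CPEB3+/- is about 1 for *Cnot7* in 2cell embryos, where the ratio of mean FPKM was 0.561, and no library left out closed the gap. It is about 1 in Fig. 5C, read by eye, for *Obox5* in 2cell embryos, where the ratio was 0.654. Without CPEB3-/- 2cell replicate D, CPEB3+/- 2cell replicate A or CPEB3+/- 2cell replicate B the values did not differ by these criteria. It is about 1 in Fig. 5C, read by eye, for *Cbfa2t3* in 2cell embryos, where the ratio was 3.66, and about 1 in Fig. 5C, read by eye, for *Eif1a* in MII oocytes, where it was 0.502. No library left out closed these gaps. Both genes lay below the filter there. *Eif1a* was at 0.0737 and 0.0370 FPKM, where 3 fragments are 0.0369 FPKM, and the genotypes did not differ (exact p = 0.0635).

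The paper states that *Ccnb1* is not DE in CPEB3-/- MII oocytes. Here it was called lower, with a log2 fold change of -1.0. The call was not made with no filter on low values, where the adjusted p was 0.0871, the highest of 10 alternatives that began at 0.0122 (limma). The paper states that downregulated mRNAs have longer 3′UTRs than stable ones. Here their mean log2 length was below that of the other genes (difference -0.22) and above that of the higher genes (0.28). The paper places the motifs of downregulated mRNAs more distally than those of stable or upregulated mRNAs. Here the A-rich motifs of the lower genes lay -8.44 points from those of the higher genes and -1.81 points from those of the other genes. With calls corrected for GC content, chosen after seeing the values, they lay 1.77 and 1.59 points farther along.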

Other observations

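Tests in this part were chosen after the results were seen, apart from alternatives listed above as set before the data were examined. Such alternatives include fry, other stage classes and a mean of at least 5 FPKM. *Cpeb3* was higher in libraries labelled CPEB3-/-. If the genotype labels had been exchanged after the study's own comparison, the candidates would change against Fig. 5C, but 11 of 11 comparisons of candidate and stage went its way. After correction for GC content the log2 fold change of *Cpeb3* in MII oocytes was 0.55. Reads of exons outside the deleted part could give the value of 0.53, and cannot be told apart from others because the value covers the whole gene. Of the related genes, *Cpeb1* (log2 fold change 0.18 in MII oocytes and 0.39 in 2cell embryos) and *Cpeb4* (0.02 and -0.20) were not called, nor was *Cpeb2* in 2cell embryos (0.87).

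The log2 fold change rose with GC content, from a median of -0.28 in the 10% of genes with the lowest GC content to 0.25 in the 10% with the highest in MII oocytes, and from -0.40 to 0.43 in 2cell embryos. Across genes, its correlation with log exon length was -0.0247 and 0.0729, which argues against transcript length. The slope of the libraries on GC content, in log2 per 10 percentage points, differed between the genotypes by 0.272 in MII oocytes (two-sided exact permutation test, p = 0.0476) and 0.392 in 2cell embryos (p = 0.00794, exact). As many as 27 of 100 splits of the MII libraries and 3 of 100 of the 2cell libraries gave a correlation as large. So a bias of single libraries stays open in MII oocytes and is argued against in 2cell embryos. A library preparation that differed between the genotypes cannot be told apart from genotype in either stage, since no batch is given.

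Against GC content as the whole cause of the calls, 952 MII and 1493 2cell calls were made again after the correction, and 277 genes were called in both stages (152 expected by chance, 257 in the same direction). Against depth, 309 MII and 588 2cell genes were called with a mean of at least 5 FPKM. Of 100 splits, 1 gave as many calls in MII oocytes, 1 in 2cell embryos and 1 in both stages, the real one each time. The largest other split gave 7 calls in MII oocytes and 1174 in 2cell embryos. Within 10 Mb of *Cpeb3*, 10.8% of tested genes were called in MII oocytes and 19.7% in 2cell embryos, against 12.9% and 18.0% elsewhere, which argues against a strain-derived flank. In windows of 2 Mb, only the mitochondrial chromosome held more shared calls than chance (9 of 15 genes, adjusted p = 3.24e-06 over 1187 windows). Tail length could alter capture in a preparation primed on the poly(A) tail. The log2 fold change of *Ccnb1*, whose tail the paper found equal, was -1.0 in MII oocytes, and 1 gene does not decide this.

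Cumulus and granulosa cell markers (16 genes) summed to 7.15 ± 0.271 FPKM in CPEB3+/- and 5.65 ± 0.581 FPKM in CPEB3-/- MII oocytes, a difference of -1.50, mostly *Serpine2* (6.60 and 5.13 FPKM). This argues against such cells in the CPEB3-/- libraries. As a set the markers had a median of -0.22 in MII oocytes and -0.37 in 2cell embryos, over only 2 and 5 tested genes, 2 of the latter called lower. Camera did not pass the threshold (adjusted p = 0.362 in each stage, limma), and fry did in 2cell embryos (adjusted p = 0.0220, limma). The 2 blood genes summed to 78.9 ± 38.4 and 71.1 ± 22.9 FPKM in 2cell embryos and 0.164 and 0.155 FPKM in MII oocytes. Y-linked genes (4) summed to 0.436 and 0.254 FPKM in 2cell embryos.

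The 2cell-specific genes had a median log2 fold change of 1.04 in MII oocytes (9 tested, 4 called higher, 5 when adjusted over the list alone, camera adjusted p = 0.00429, fry 6.41e-04, limma). In 2cell embryos the median was -0.35 (20 tested, 1 called lower, 0 when adjusted over the list alone, camera adjusted p = 0.362, limma). Of the other genes the paper names, 6 of 15 tested were called in each stage, and 8 in MII oocytes and 7 in 2cell embryos when adjusted over the list alone. The genes that rise between the stages had an adjusted p of 0.145 in MII oocytes and 0.683 in 2cell embryos, and those that fall 0.362 in each (camera, limma). The progress index of 2cell embryos, the mean of rising minus falling genes, was 1.78 ± 0.181 in CPEB3+/- and 1.92 ± 0.167 in CPEB3-/-, a difference of 0.142 (two-sided exact permutation test, p = 0.302), or 2.26% of the distance between the stages. It was -0.146 (exact p = 0.171, 35 splits) in libraries held out of the choice of genes, and 0.0508 (exact p = 0.667) with correction for GC content. Of 710 called stage genes, 46.6% changed toward the MII level. This argues against embryos earlier on the path as the whole cause of the calls, and a small delay stays open.

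The summed *Zscan4* copies were 7.02 times higher in CPEB3-/- MII oocytes, which argues against reads split differently between copies. The histone set in MII oocytes had an adjusted p of 0.0139 after correction for GC content, and 4 of 100 splits gave as large a result. In 2cell embryos the adjusted p was 0.537 after the correction, and 33 of 100 splits gave as large a result, so GC content or chance may account for that set there (camera, limma). The number of set tests past the threshold was reached in 35 of 100 splits.

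In the 3′UTRs, GC content may account for several differences. It was taken over the longest transcript, 3′UTR included, and the 3′UTRs themselves held 39.1% GC in lower and 47.1% in higher genes. Matching or correction can therefore also remove part of a difference in motifs, and cannot tell this from an effect of GC content. Against other genes matched on transcript GC content, the higher genes differed by -0.19 in log2 length and by 2.24 points in A-rich position. With calls corrected for GC content, lower minus higher genes came to -0.43 in log2 length, -0.785 U-rich and -1.19 A-rich motifs. The more frequent A-rich motifs per kb of the lower genes stayed after matching (0.826) and with corrected calls (0.749), which argues against GC content for these. For 2 U-rich differences it stays open. The higher genes held fewer U-rich motifs after matching (-0.949) but not with corrected calls (-0.0330). The lower genes held more U-rich motifs per kb with corrected calls (0.532), but after matching the difference was 0.276 (permutation p = 0.0530). In 80 of 100 splits the correlation of log2 fold change with 3′UTR length was as large.

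The sum of FPKM was lower in CPEB3-/-, at 81277 ± 2322 against 85804 ± 1301 in MII oocytes (two-sided exact permutation test, p = 0.00794) and 120845 ± 4642 against 148514 ± 10625 in 2cell embryos (exact p = 0.0159). Mitochondrial transcripts made up 57.1% of the 2cell difference, and without them the 2cell sums still differed (exact p = 0.0159), which argues against these transcripts as its whole cause. In MII oocytes the difference went from -4527 to -1690 without them (exact p = 0.0873).

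In 2cell embryos, the largest rises were *Gm12031* (log2 fold change 4.51, adjusted p = 9.47e-04, limma), *Hist1h1e*, and *Gm43118*, which was at least 7.56-fold higher. The bound for *Gm43118* rests on a mean that includes CPEB3-/- 2cell replicate A, which stood apart at 3.60 FPKM. Without replicate A its log2 fold change was 3.53, against 3.94 with all libraries. Among the falls, *Rsc1a1* had a log2 fold change of -3.89 (adjusted p = 0.00128, limma), *Gm14334* was at least 6.34-fold lower and *Gm48528* at least 3.19-fold lower. *Gapdh* was higher in CPEB3-/- in MII oocytes (1.01, adjusted p = 0.00515, limma) and 2cell embryos (1.55, adjusted p = 0.00192). *Mos* fell in MII oocytes (-1.75, adjusted p = 1.53e-04, limma), and *Cdc25b* rose in both stages (1.06 and 1.34). In 2cell embryos *Cdc25b* was called in 7 of the 9 fits without 1 library. With correction for GC content its adjusted p there was 0.0502 (limma). *H1foo* in MII oocytes (-0.56) and *Gdf9* in 2cell embryos (0.56) were just under 1.5-fold and not called, but were called in 2 of 10 and 3 of 9 fits without 1 library. *H1foo* was also called after correction for GC content (-0.73), and *Gdf9* under 6 other settings, at most 0.90 with scaling to the column sum. Against this, the adjusted p of *H1foo* in MII oocytes was 0.476 with quantile scaling (limma). That of *Gdf9* in 2cell embryos was 0.0579 with correction for GC content (limma). *Ccnb1* fell in 2cell embryos (-0.85, adjusted p = 0.0123, limma). Of 2175 processed pseudogenes tested in 2cell embryos, 74 were higher and 277 lower. Ribosomal protein genes had a median of 0.26 in MII oocytes and -0.22 in 2cell embryos, the latter 0.10 with scaling to the column sum, which moved all genes by 0.26. Zinc-finger genes had medians of -0.24 and -0.19, the latter 0.08 with scaling to the column sum and 0.01 after correction for GC content. Beyond scaling and GC content, no explanation was tested for these genes.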
